# Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs *in silico* Prediction of a Network-Based Rationale for Therapy

**DOI:** 10.3389/fimmu.2021.640837

**Published:** 2021-03-05

**Authors:** Kamayani Singh, Hai Fang, Graham Davies, Benjamin Wright, Helen Lockstone, Richard O. Williams, Daniela Ciháková, Julian C. Knight, Shoumo Bhattacharya

**Keywords:** myocarditis, autoimmune, transcriptome, network, diagnosis, therapy

## Abstract

Inflammatory cardiomyopathy covers a group of diseases characterized by inflammation and dysfunction of the heart muscle. The immunosuppressive agents such as prednisolone, azathioprine and cyclosporine are modestly effective treatments, but a molecular rationale underpinning such therapy or the development of new therapeutic strategies is lacking. We aimed to develop a network-based approach to identify therapeutic targets for inflammatory cardiomyopathy from the evolving myocardial transcriptome in a mouse model of the disease. We performed bulk RNA sequencing of hearts at early, mid and late time points from mice with experimental autoimmune myocarditis. We identified a cascade of pathway-level events involving early activation of cytokine and chemokine-signaling pathways that precede leucocyte infiltration and are followed by innate immune, antigen-presentation, complement and cell-adhesion pathway activation. We integrated these pathway events into a network-like representation from which we further identified a 50-gene subnetwork that is predominantly induced during the course of autoimmune myocardial inflammation. We developed a combinatorial attack strategy where we quantify network tolerance to combinatorial node removal to determine target-specific therapeutic potential. We find that combinatorial attack of *Traf2, Nfkb1, Rac1*, and *Vav1* disconnects 80% of nodes from the largest network component. Two of these nodes, *Nfkb1* and *Rac1*, are directly targeted by prednisolone and azathioprine respectively, supporting the idea that the methodology developed here can identify valid therapeutic targets. Whereas *Nfkb1* and *Rac1* removal disconnects 56% of nodes, we show that additional removal of *Btk* and *Pik3cd* causes 72% node disconnection. In conclusion, transcriptome profiling, pathway integration, and network identification of autoimmune myocardial inflammation provide a molecular signature applicable to the diagnosis of inflammatory cardiomyopathy. Combinatorial attack provides a rationale for immunosuppressive therapy of inflammatory cardiomyopathy and provides an *in silico* prediction that the approved therapeutics, ibrutinib and idelalisib targeting *Btk* and *Pik3cd* respectively, could potentially be re-purposed as adjuncts to immunosuppression.

## Introduction

Inflammatory cardiomyopathy covers a group of diseases characterized by inflammation and dysfunction of the heart muscle, and often progresses to heart failure and death [reviewed in (1)]. Inflammatory cardiomyopathy can be triggered by infections (most commonly viral in the developed world), immune-mediated mechanisms and toxins (1, 2). Immunosuppressive therapy using agents such as prednisolone, cyclosporine and azathioprine is modestly effective in chronic virus-negative, giant cell and active autoimmune forms of inflammatory cardiomyopathy, and is recommended for such patients (2). A key challenge is to understand the molecular rationale underlying current immunosuppressive therapy for inflammatory cardiomyopathy, and to develop new therapeutic strategies that would improve patient outcomes.

Rodent models of autoimmune myocarditis have been extensively studied to understand the mechanisms of inflammatory cardiomyopathy [reviewed in (3)]. Cardiac inflammation, typically manifested by infiltration of myeloid and CD4^+^ T cells, occurs between 14 and 21 days after immunization, following which there is progressive fibrosis modeling clinical cardiomyopathy (3). A number of genes have been shown to be necessary for the development of inflammatory cardiomyopathy in this model and include the TLR-signaling adaptor *Myd88* (4), cytokines *Tnf* (5), *Il23a* (6), *Csf1* (7), *Csf2* (8), *Il6* (9), *Il1r1* (9), *Il17a* (10), and *Il4* (11), chemokines and their receptors *Ccl2* (12), *Ccl3* (12), *Ccr1* (13), *Ccr2* (14), and *Ccr5* (12), and complement *C3* and the complement receptor *Cr2* (15). There is, however, no clear understanding of how these genes, and the pathways they function in, are interconnected, and of the most important drivers of myocardial inflammation. Neither is there a clear understanding of the molecular mechanism of action of immunosuppressive agents in clinical inflammatory cardiomyopathy.

We hypothesized that identifying the gene network activated during the course of murine experimental autoimmune myocarditis, a model of inflammatory cardiomyopathy, would provide a molecular rationale for informing new therapeutic strategies. In this study, we used sequential transcriptome profiling to identify the genetic network underlying inflammatory cardiomyopathy in a mouse model. We identified critical nodes that provide a molecular rationale for current immunosuppressive therapy, and also identified opportunities for future therapy including drugs that could be re-purposed for the treatment of inflammatory cardiomyopathy.

## Materials and Methods

### Mice

BALB/cAnNCrl mice (male, 6–8 weeks old), were purchased from Charles River UK and acclimatized for a week. Male mice were studied as they have a higher severity of myocarditis, reducing animal numbers needed for study (16). Animals were group housed in humidity and temperature-controlled rooms on a 12-h light-dark cycle, and provided food and water *ad libitum*. Mice (8–10 weeks) were immunized as described (17, 18). Peptide Ac-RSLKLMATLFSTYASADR-OH (19) (MyHC-α_614−629_) was obtained at 95% purity from China Peptides. The peptide (1 mg) was dissolved in PBS (1 ml, containing 2%DMSO). Supplemented Complete Freund's Adjuvant (SCFA) was produced by adding 100 mg of powdered heat-killed M. tuberculosis strain H37Ra (MT) (BD, Cat # 231141-6X100 mg) to 25 mL Complete Freund's Adjuvant (Sigma Cat# F5881). SCFA (990 μL) and peptide (1,010 μL) were emulsified using 2.5 mL glass syringes. Control emulsions were prepared by emulsifying SCFA with PBS. Mice were immunized on day 0 and day 7 by injection of 200 μL SCFA + peptide/PBS emulsion (100 μg peptide). Control mice were injected on day 0 and day 7 with 200 μL SCFA + PBS emulsion. Injections of SCFA were performed under isoflurane inhalation anesthesia. All mice also received pertussis toxin (Sigma Cat# P7208, 500 ng/mouse, dissolved in 100 μL PBS) intraperitoneally on day 0. Mice were culled on day 10, 15 and 21 by anesthesia (4% isoflurane inhalation administered in a chamber) followed by cervical dislocation, and hearts were harvested. A portion of the heart was snap frozen in RNA*later* (Ambion, Cat#AM7021) in liquid nitrogen and stored at −80°C for subsequent RNA extraction.

### Cardiac Troponin Measurement

Serum levels of cardiac troponin-I were measured using an iSTAT1 (Abaxis) handheld analyzer and cardiac troponin cartridges (Abaxis) following the manufacturer's instructions.

### Flow Cytometry

Cardiac tissue was digested with collagenase I, XI and hyaluronidase at 37°C for 1 h, and triturated through a nylon mesh to isolate a single cell population as described (14). Red blood cell lysis was performed by adding 10 mL of 1 × red blood cell lysis solution (ACK buffer) with 2 mM EDTA and incubated at room temperature for 3 min. Cells washed with HBSS supplemented with 0.2%(w/v) BSA and 1%(w/v) FCS, centrifuged at 4°C for 10 min at 300 g. Cells were then incubated in blocking solution containing 5% normal mouse serum, 5% normal rat serum, and 1% FcBlock (Cat#553142, BD Biosciences), in PBS on ice for 30 min. Cells were stained with 1:100 dilution of PE anti-mouse CD45 antibody clone 30-F11 PE conjugated (Biolegend, Cat#103106) for 30 min on ice. Cells were washed as described above and analyzed on an Attune Nxt Flow Cytometer with software version 3.1.2. Flow cytometry data were analyzed using FlowJo v10.7.1. The gating strategy used is described in Supplementary Figure 2.

### RNA Extraction

Myocardial RNA was isolated from snap frozen myocardial samples using RNeasy Mini Kit (Qiagen, Cat#74104) following the manufacturer's instructions. Myocardial samples for RNA extraction were chosen to as far as possible satisfy the diagnostic criterion of myocarditis (presence of inflammation) as this may not be 100% penetrant in the BALB/c mouse experimental autoimmune myocarditis (EAM) model (20). Samples used are indicated in Supplementary Figure 1. Total RNA quantity and integrity were assessed using Quant-IT RiboGreen RNA Assay Kit (Invitrogen, Carlsbad, CA, USA) and Agilent Tapestation 2200 RNA Screentape. Purification of mRNA, generation of double stranded cDNA and library construction were performed using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs) with minor modifications to manufacturer specifications. Amplified libraries were analyzed for size distribution using the Agilent Tapestation 2200 D1000. Libraries were quantified using Picogreen and relative volumes were pooled accordingly. Sequencing was performed as 75 bp paired end reads on a HiSeq4000 according to Illumina specifications.

### RNA-seq Data Processing and Analysis

Samples were mapped to the GRCm38 genome using HISAT2 (https://ccb.jhu.edu/software/hisat2/index.shtml). Duplicate reads were identified and removed using Picard (https://broadinstitute.github.io/picard/). The mapped reads were then assigned to Ensembl genomic features defined in GRCm38.69 (http://primerseq.sourceforge.net/gtf.html) using feature Counts (http://subread.sourceforge.net/). Analysis was performed using edgeR (version 3.28.1) (https://www.bioconductor.org/packages/release/bioc/html/edgeR.html) and limma (version 3.42.2) packages for R (version 3.6.1). Genes with low read counts across all samples were removed. “Low” read counts were defined as not meeting the equivalent of 10 reads before normalization. If the number of samples where that threshold was met was at least as large as the smallest experimental group (4), then that gene was kept; otherwise the gene was excluded. For each timepoint (Day 10, Day 15, Day 21), the disease and control groups were compared to identify differentially expressed genes. The Benjamini–Hochberg correction was applied to the raw *p*-values to control the false discovery rate (FDR) in the final results.

### Quality Check of RNA Sequences

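The deposited count tables list 41480 features for each sample. Of these, 41388 are genes with an Ensembl mouse identifier and 92 are RNA spike-in controls, none of which has a read in any sample. A symbol in the GENCODE M21 annotation of GRCm38 was found for 40254 of the 41388 identifiers.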

The Ensembl annotations used for read assignment contained 41,388 genes. 

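Over all 24 samples, 27304 genes have at least 1 read in the deposited tables, and 26925 of these have a symbol.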

We observed at least one read assigned to 27,429 of them across the entire set of data. Under the rules for excluding marginally-expressed genes described above, the number of genes that remain varies by the comparison considered. 

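Counting a gene as kept when at least 4 of the 8 samples of a time point have at least 10 reads leaves 15029 genes at D10, 15693 at D15 and 15266 at D21. If the 10 reads are instead turned into the CPM (counts scaled to a common library size) they make in the mean library of the comparison, 14967, 15602 and 15181 genes remain.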

At 10 days, 14,737 remain, at 15 days, 15,318 and at 21 days, 15,300. The assignment of reads to features for all the (non-outlier) samples are shown in Supplementary Figure 7. Different filters for different time point comparisons—genes with zero count, genes with counts too low in too many samples, and finally the genes taken forward for the analysis are presented in Supplementary Figure 7B.

### Differential Expression, Gene Groupings and Pathway Analysis

Differentially expressed genes between myocarditis and control mice at each time point were defined based on FDR < 0.01 and at least two-fold change in expression level (either induced or repressed). Genes differentially expressed at each time point were compared to each other identifying seven major gene groups (see results), visualized using the UpSetR package (21). Gene groups were subjected to pathway enrichment analysis using the XGR package (22). Pathways and member genes (mouse) were obtained from KEGG (accessed on June 2020). The one-sided Fisher's exact test was used to test the enrichment of pathways for each of gene groups. We carried out such pathway enrichment analysis separately for KEGG Organismal Systems pathways and Environmental Information Processing pathways.

### Network Analysis for Differential Genes Over Time

We extended our previous algorithm (heuristically solving a prize-collecting Steiner tree problem) (23) to identify a subnetwork through integrative analysis of time-course expression data and KEGG-merged network interaction data. The algorithm takes two inputs. The first is the score for genes quantifying the expression importance over time, this is, –log_10_(FDR aggregated over 3 time points). The aggregation is based on Fisher's combined method implemented in the dnet package (23); in other words, a gene receives a higher score if it is more significantly changed over time. The second input is the gene interaction network (the parent network) merged from 11 KEGG pathways (illustrated in Figures 1C,D). The output is a gene subnetwork containing highly scored genes that are linked together through a few lowly scored genes as linkers. The subnetwork is highlighted in the parent network for which the layout is rendered using stress majorization (24).

**Figure 1:**
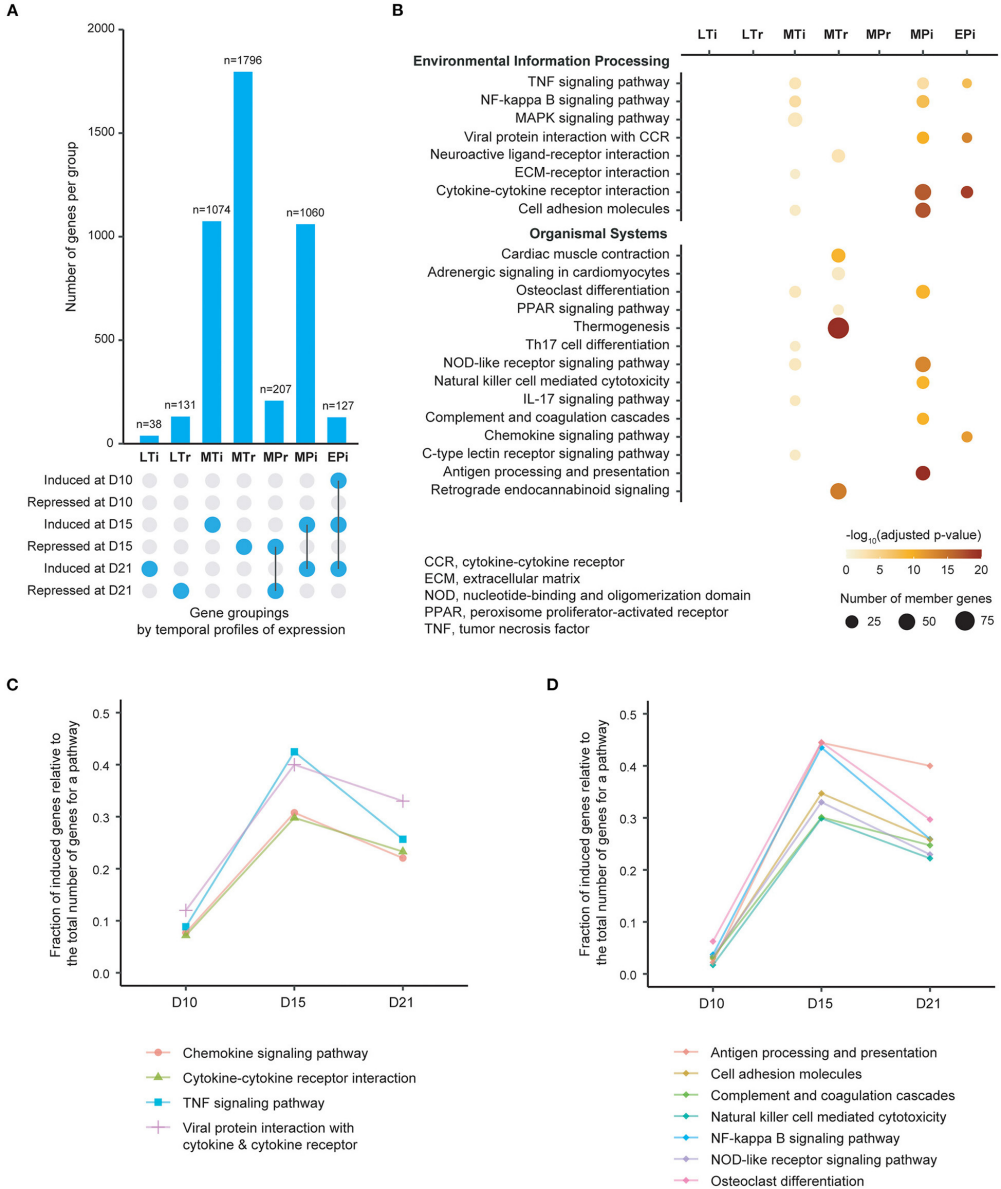
Patterns of gene expression and enrichment of KEGG pathways in the heart over time following induction of experimental autoimmune myocarditis. **(A)** Bar plot showing the number of genes in each of seven gene groups that are classified by onset and persistence of expression. EPi, early-persistent induced; MPi, mid-persistent induced; MPr, mid-persistent repressed; MTi mid-transient induced; MTr, mid-transient repressed; LTi, late-transient induced; LTr, late-transient repressed. D, days from induction of EAM. **(B)** Molecular pathways significantly enriched for each of gene groups based on adjusted *p* < 0.05 (color-coded). The size of each individual dot is proportional to the number of member genes. Pathways are sourced from KEGG maps, and are displayed separately for Environmental Information Processing pathways (top) and Organismal Systems pathways (bottom). **(C)**, Plot of fraction of induced genes (*Y*-axis) within the 4 pathways identified from the EPi group of genes over time (*X*-axis). **(D)** Plot of fraction of induced genes (*Y*-axis) within the 7 pathways identified from the MPi group of genes over time (*X*-axis).

### Attackness and Combinatorial Attack

We used “attackness” to quantify the tolerance of the network to individual node removal, defined as the fraction of network nodes disconnected from the giant component after node removal. The attackness ranges from 0 to 1, with the higher value indicating the more vulnerable (critical) node for the network. Similarly, we introduced a new concept “combinatorial attack” to maximize the attackness for nodes in a specific combination removed, for example, identifying the optimal combination involving any two nodes.

### Drug Repurposing Based on ChEMBL

We extracted current drug therapeutics, target genes and disease indications from the ChEMBL database (25) (v27), considering: (1) non-withdrawn drugs; (2) non-promiscuous therapeutic target genes with well-defined mechanism of action and explaining the efficacy of drugs in disease; and (3) drugs with the maximum phase for a gene given a disease indication.

### Statistical Analysis

Summary statistics were calculated in GraphPadPrism, and statistical significance of differences between groups were evaluated using a one-way ANOVA with Dunnett's correction for multiple comparisons or using an unpaired *t*-test as indicated. The Benjamini–Hochberg correction was applied to the raw *p*-values to control the false discovery rate (FDR) in the RNASeq results.

### Ethics Declarations

All animal procedures were approved locally by the University of Oxford Animal Welfare and Ethical Review Body and by the UK Home Office and carried out in accordance with the UK Animals (Scientific Procedures) Act 1986, under project license PPL P973A60F5. All procedures conformed to guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

### Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus repository, with accession number GSE155423. Codes and associated data are provided as Supplementary Material.

## Results

### Experimental Autoimmune Myocarditis

We sought to determine how the cardiac transcriptome changes during autoimmune myocardial inflammation using an established model of experimental autoimmune myocarditis (EAM) in which heart-specific antigens are used to trigger myocarditis (3, 18). 

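RNA from a portion of the heart of male BALB/c mice was sequenced at 10, 15 and 21 days after immunization (D10, D15 and D21). At each time point there were 4 EAM hearts, from mice given myosin heavy chain peptide with adjuvants, and 4 control hearts, from mice given PBS in place of the peptide. The authors aligned 75 bp read pairs to GRCm38 with HISAT2, removed duplicate reads with Picard and counted the reads on each Ensembl gene with featureCounts. They deposited these counts without normalization, for each sample and as a table of all 24. Those 2 forms hold identical values in every cell. Total counts per sample lie between 15814863 and 24980864, with a median of 19469782. Starting from the counts, each time point was analysed on its own 8 samples with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes kept. Genes past an FDR of 0.01 with at least a 2-fold change are called induced or repressed, which are the limits the paper states. The paper's text names edgeR and limma, and which of their tests was used is not given in the sources used here. Differences in the effect of EAM between time points were tested in a fit of all 24 samples. Expression of a gene in a group is given as TMM-normalized CPM, as mean ± SD of 4 hearts. In simulated counts with 197 genes changed 4-fold at D10, the test recovered 88.3% of them with 2 false calls among 15143 genes. In the corresponding simulations it recovered 95.9% of 193 genes at D15 and 85.3% of 197 genes at D21. On the simulated D10 counts the edgeR likelihood ratio test recovered 95.9%, with 4 false calls. The simulated genes were picked at random and changed alike in every EAM heart, whereas the real D10 EAM hearts differed among themselves. These shares therefore do not give the power for genes that vary between EAM hearts. Gene positions are those of the GENCODE M21 annotation of GRCm38.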

We induced EAM in mice by immunizing them with myosin heavy chain peptide and adjuvants (Complete Freund's Adjuvant and pertussis toxin, see schematic in Supplementary Figure 1A and methods). Control mice were generated by substituting PBS vehicle for myosin heavy chain peptide. We performed flow cytometry analysis (FACS) of single cell suspensions from hearts isolated at day 21 following immunization to determine the proportion of CD45^+^ (total leucocyte) cells as a quantitative measure of inflammation, in these mice, and also in naïve mice. We found that there was a significant increase in myocardial CD45^+^ cells in EAM mouse hearts (Supplementary Figures 1B, 2). All EAM hearts had elevated levels of CD45^+^ cells exceeding the 95% confidence interval of either the control or the naïve group, and 4 of 6 EAM mice were chosen for RNA sequencing. There was no significant difference in CD45^+^ cells between naïve and control mice (Supplementary Figure 1B). We next analyzed EAM mice at day 15 and day 10, again by FACS of single cell suspensions from hearts (Supplementary Figures 1C,D), and also by measuring cardiac troponin I (cTnI) (Supplementary Figures 1E,F). There was a statistically significant difference in myocardial CD45^+^ cells at day 15 between EAM and control mice (Figure 1C), and also a significant elevation of cTnI, indicative of myocardial damage (Supplementary Figure 1E). None of the EAM mice at day 10 showed elevated levels of either myocardial CD45% cells or cardiac troponin I (Supplementary Figures 1D,F). At each time point 4 mice in EAM and control groups were chosen for RNA sequencing.

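Each of the 6 groups holds 4 libraries. The median total count is 18415846 in the D10 control group and 19258258 in D10 EAM, 18543766 and 22815110 at D15, and 20639092 and 17758800 at D21. Between 19535 and 21897 genes have a read in each library. Mitochondrially encoded genes take 3.19% to 4.31% of the counts in D15 EAM hearts and 6.10% to 7.14% in D15 control hearts. The sample names carry a library code, which is the same for 20 libraries and another one for the 4 D21 EAM libraries. No D21 EAM library shares a code with a control library, so at D21 the library batch coincides with EAM.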

### RNA Sequencing Shows That Major Inflammatory Pathways Are Activated Early in the Course of Autoimmune Myocardial Inflammation

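At D10, no gene passed both limits among 15029 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.254. At an unadjusted p under 0.05 there were 2292 genes, 1459 of them higher in EAM hearts, and 705 genes were at least 2-fold higher on average. Other tools called a few genes at D10. The edgeR likelihood ratio test called 45 induced and 2 repressed, the edgeR exact test 40 and 2, DESeq2 48 and 4, and limma-voom 0 and 0. At D15, 2838 genes were induced and 2019 repressed of 15693 tested, and 2823 and 2004 of these had all 4 EAM hearts on one side of all 4 control hearts. At D21, 630 genes were induced and 177 repressed of 15266 tested, all of them with no overlap between the groups. Chance gives no overlap in a given direction for 1.43% of genes. Among all genes tested, 4.24% were higher and 3.89% lower without overlap at D10, 35.55% and 34.68% at D15, and 16.53% and 19.42% at D21. Called genes were selected for a difference, so their lack of overlap is no separate support for the calls. Without any 1 of the 4 controls, 0 genes were induced at D21 by the same edgeR test. Without control replicate 1, 2 or 3, 0 were repressed, and without control replicate 4 there were 9. Without EAM replicate 1, 2, 3 or 4 there were 4, 8, 1477 and 298 induced and 10, 32, 529 and 136 repressed genes. With the same limits at D21, the edgeR likelihood ratio test called 1356 induced and 412 repressed genes, DESeq2 1364 and 369, and limma-voom 80 and 135. With all 12 control hearts as controls, 1580 genes were induced at D21. Less atrial tissue in the D21 EAM hearts may explain many of the repressed genes. Within the D10 and D15 groups 57.6% of these followed atrial cardiomyocyte markers (correlation over 0.5), against 3.74% of other genes. With no fold-change limit there were 5212 induced and 4888 repressed genes at D15, and with a test against a fold change of 2 there were 1972 and 490. The median biological coefficient of variation was 16.5% at D10, 12.1% at D15 and 17.7% at D21.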

We identified genes that were differentially expressed between immunized and control groups at each time point using a false discovery rate (FDR) threshold of <0.01 and at least two-fold changes (either induced or repressed). Based on their temporal profiles and degree of persistence of expression over time, we then categorized these genes into seven major groups (Figure 1A, Supplementary Figure 3). 

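Combining the calls of the 3 time points places all 5002 called genes in the 7 groups. There are 611 mid-persistent induced (MPi) genes, called induced at D15 and D21 only, and 51 mid-persistent repressed (MPr) genes. The mid-transient groups, called at D15 only, hold 2227 induced (MTi) and 1968 repressed (MTr) genes. The late-transient groups, called at D21 only, hold 19 induced (LTi) and 126 repressed (LTr) genes. Of 119 LTr genes, 68.9% followed atrial cardiomyocyte markers within the D10 and D15 groups (correlation over 0.5), against 3.83% of other genes. Less atrial tissue in the D21 EAM hearts may therefore explain many of them. The early-persistent induced group (EPi) holds 0 genes by edgeR's quasi-likelihood test, 8 by the edgeR likelihood ratio test, 4 by the edgeR exact test, 10 by DESeq2 and 0 by limma-voom, while 2292 genes have an unadjusted p under 0.05 at D10. With all 12 control hearts used as the controls of each day, the group held 583 genes, the largest number under any alternative. The groups that depend on D21 calls moved with single hearts. Without any 1 of the D21 controls, the MPi group held 0 genes, and without D21 EAM replicate 1, 2, 3 or 4 it held 4, 5, 1392 and 288. The MPr group held 0 genes without any 1 of the D21 controls or D21 EAM replicate 1, 5 without replicate 2 and 288 without replicate 3. The LTr group held 0 without D21 control replicate 1, 2 or 3, 9 without control replicate 4, and 10, 27 and 241 without D21 EAM replicate 1, 2 or 3. The LTi group held 0 without any 1 of the D21 controls or D21 EAM replicate 1, 3 without replicate 2, 85 without replicate 3 and 10 without replicate 4. Without D15 EAM replicate 1, 2, 3 or 4 it held 112, 112, 108 and 113. The filter then still asked for 10 reads in 4 hearts, so genes read only in EAM hearts went untested at D15. Of the named genes, 52 were tested without D15 EAM replicate 1, against 65 without D15 control replicate 1. Untested genes induced at D21 then counted as LTi, so this rise does not show dependence on single hearts. The other counts with an EAM heart left out carry the same limit. With the replicate number as a block the LTi group held 10. The MTi group held 1446 genes without D21 EAM replicate 3.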

For each gene group we next performed enrichment analysis using well-curated pathways based on the KEGG map (26) (Figure 1B). Twenty-two significantly enriched pathways (adjusted *p* < 0.05) were identified, with 11 pathways being identified from groups with persistent gene induction (Supplementary Figures 4, 5). Of these 11 pathways, four (cytokine-cytokine receptor, viral protein interaction with cytokine–cytokine receptor, TNF and chemokine signaling pathways) are activated early in the disease process (day 10) at a time point where there is no evidence of leucocyte infiltration (Figure 1C). 

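The genes of the KEGG pathways were not used here, and gene lists defined by symbol were tested instead, fixed before the data were examined. At D10, the median log2 fold change was 1.51 for 33 chemokine ligands and receptors, 0.33 for 43 interleukins and receptors and 0.57 for 26 genes of the TNF and TNF receptor superfamilies. By edgeR's quasi-likelihood test 0 of their genes were induced, over all genes tested or adjusted over the list alone, while 21, 18 and 10 were higher at an unadjusted p under 0.05. The edgeR likelihood ratio test called Cxcl9, Cxcl10, Ccl4 and Il1a, the edgeR exact test Cxcl9, Ccl4 and Il1a, DESeq2 Cxcl9, Cxcl10, Cxcl13, Ccl4 and Il1a, and limma-voom 0 of them. Ccl4 is named here after its values were seen. As sets, all 3 lists were higher in EAM hearts by camera with its preset correlation of 0.01 and Benjamini-Hochberg adjustment over 9 lists (adjusted p = 7.4e-12, 4.2e-06 and 9.0e-05). None of the 9 lists passed at D10 with fry or with an estimated correlation. Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708) encodes CD45, by which the paper counts leucocytes. Its expression at D10 was 79.9 ± 77.7 CPM in EAM hearts and 30.9 ± 6.14 CPM in control hearts (SD, n = 4 each), a log2 fold change of 1.35 (standard error 0.55, adjusted p = 0.328 from edgeR's quasi-likelihood test). EAM replicate 1 had 195 CPM and replicates 2, 3 and 4 had 27.6, 55.7 and 41.0 CPM, against 23.8 to 37.9 CPM in the controls. Without replicate 1 the log2 fold change of Ptprc was 0.42. The score of a list in a heart is the mean of log2(CPM + 1) over its genes. For the chemokine list it was 4.03 in EAM replicate 1 and 2.37 to 3.03 in the other EAM hearts, against 1.77 to 2.34 in the controls, and without replicate 1 the median log2 fold change was 0.82 in place of 1.51 for this list, 0.15 for interleukins and 0.12 for the TNF superfamilies.

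**Figure D1:**
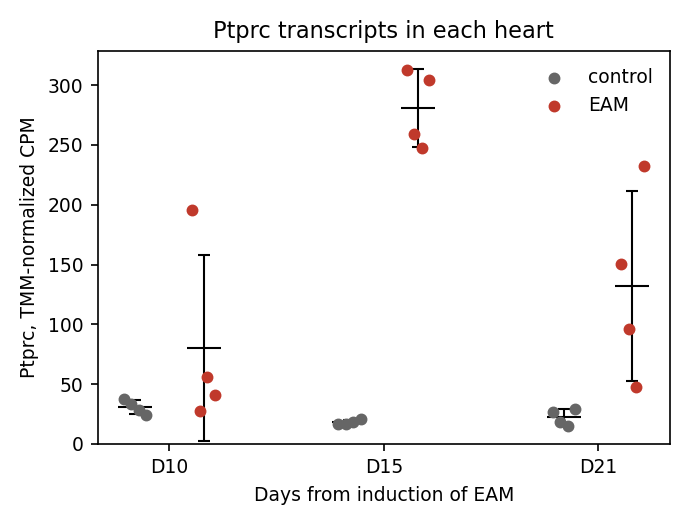
Expression of Ptprc in TMM-normalized CPM in each of the 24 hearts, by days from induction of EAM. Points are hearts, horizontal bars means and vertical bars the SD of 4 hearts. At D10 the EAM heart at 195 CPM lies apart from the other EAM hearts, which lie between 27.6 and 55.7 CPM.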

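At D15, the median log2 fold change was 4.11 for the 43 chemokine ligands and receptors tested, 2.62 for 52 interleukins and receptors and 2.77 for 38 genes of the TNF superfamilies, and 30 of the last were induced. The interleukin median is also 2.62 with the 2 genes that have no read in control hearts set at their lower bound. At D21 the medians were 2.86, 1.07 and 1.48, and that of the interleukins was 0.71 without D21 EAM replicate 4. The difference of the EAM effect between time points was tested directly, by camera on a contrast over all 24 samples with Benjamini-Hochberg adjustment over 10 lists. From D10 to D15 the effect on the chemokine list rose by a median of 2.07 (adjusted p = 2.7e-08), higher for 44 of 47 genes, and all 10 lists rose. Without D10 EAM replicate 1 the rise of the chemokine list was 3.22. From D15 to D21 the chemokine effect fell by 1.09 (adjusted p = 0.00146), lower for all but 8 genes. The interleukin effect fell by 0.86 (adjusted p = 9.6e-04) and that on the TNF superfamilies by 0.69 (adjusted p = 0.00119). For 15 monocyte and macrophage genes the median log2 fold change was 3.53 at D15 and 2.44 at D21, a fall by 0.96 (adjusted p = 9.6e-04), and for neutrophils 3.58 and 1.92. The T cell markers, 4.35 at D15 and 3.95 at D21, did not pass for that difference (adjusted p = 0.258), and neither did the B cell markers, 2.10 and 2.03, whose effect changed by a median of -0.18. The B cell median was 1.23 at D15 without D15 EAM replicate 2 and 0.56 at D21 without D21 EAM replicate 1, and the change lay at 0.62 and -0.82 without these, the limits of its range with 1 library left out. With fry, all 10 lists passed for the rise to D15 and none for the fall to D21, and with an estimated correlation none passed for either. The neutrophil effect fell by 1.48 to D21 (adjusted p = 0.0144), but did not pass without D15 control replicate 1, D15 EAM replicate 2, or D21 control replicate 1 or 4, with total counts in place of TMM, or with camera on limma-voom values. Of 100 splits of the samples, 54, the real one included, gave as many lists that passed between D15 and D21. The mean change was as large in 15. These splits also placed D10 hearts in the D15 and D21 groups, so they cannot decide whether chance explains the fall. The fall to D21 is also a difference between library batches. Ptprc, which encodes the leucocyte antigen CD45, was at 281 ± 32.3 CPM in D15 EAM and 18.0 ± 1.96 CPM in D15 control hearts (SD, n = 4 each), a log2 fold change of 3.98 (standard error 0.12, adjusted p = 1.4e-08 from edgeR's quasi-likelihood test). At D21 it was at 132 ± 79.3 CPM in EAM and 22.3 ± 6.72 CPM in control hearts, a log2 fold change of 2.58 (standard error 0.46, adjusted p = 0.00774 by the same edgeR test). This call was lost without any 1 of the D21 controls and without D21 EAM replicate 1 or 2, with adjusted p between 0.0136 and 0.0327 by edgeR. The D21 EAM hearts lay at 151, 96.3, 47.7 and 233 CPM. The fall of the effect on Ptprc from D15 to D21, by 1.39, did not pass (adjusted p = 0.110, edgeR test of the difference), while the rise from D10 to D15 did (adjusted p = 0.00445).

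**Figure D2:**
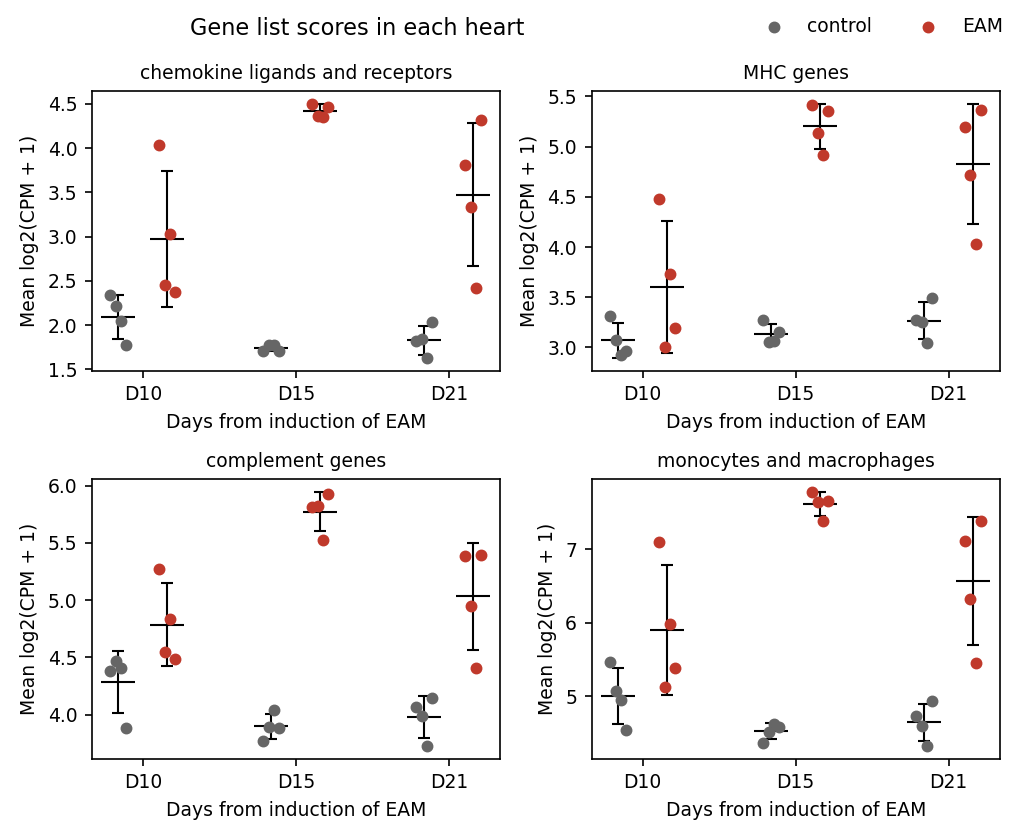
Score of 4 gene lists in each heart, as the mean of log2(CPM + 1) over the genes of the list, by days from induction of EAM. Points are hearts, horizontal bars means and vertical bars the SD of 4 hearts. The EAM hearts lie close together at D15 and spread at D10 and D21, where for chemokines the D21 EAM hearts reach from 2.42 to 4.32.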

There is substantial further activation of these four pathways at day 15 followed by a decline in activity by day 21, despite increased numbers of infiltrating leukocytes. Seven pathways are predominantly activated at day 15 (Figure 1D). These include antigen processing and presentation, cell adhesion molecules, complement and coagulation, NK cell mediated cytotoxicity, NF-kB signaling, NOD-like signaling and osteoclast differentiation. These results indicate that inflammatory pathways are activated early in the course of autoimmune myocardial inflammation, and molecular changes may precede the onset of leucocyte infiltration.

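For MHC genes, whose near-identical copies can share reads, the median log2 fold change was 0.80 over 24 genes tested at D10, 2.17 over 27 at D15 and 1.72 over 26 at D21, with 0, 26 and 20 genes induced by edgeR's quasi-likelihood test. Without D10 EAM replicate 1 the D10 median of the MHC genes was 0.40. Of 28 complement genes, 0 were induced at D10, 21 at D15 and 14 at D21, and the medians were 0.43, 2.06 and 1.33. The rise from D10 to D15, tested as a difference of effects by camera with Benjamini-Hochberg adjustment, had a median of 1.44 for MHC genes (adjusted p = 2.7e-08) and 1.57 for complement genes (adjusted p = 3.2e-08). The following change to D21 was a fall by 0.50 for MHC genes (adjusted p = 0.0280) and by 0.73 for complement genes (adjusted p = 9.9e-04). Under fry or with an estimated correlation neither fall passed. Without D15 EAM replicate 1 or 4, D21 control replicate 4 or D21 EAM replicate 3 the fall of the MHC genes did not pass with camera either, and it was 0.28 without the last of these. It did not pass with total counts in place of TMM. As many lists that passed between D15 and D21 were seen in 54 of 100 splits of the samples. D10 hearts entered both groups in these splits, which therefore cannot decide on chance. C3 (ENSMUSG00000024164, chromosome 17 from 57203970 to 57228136) was at 2087 ± 426 CPM in EAM and 452 ± 124 CPM in control hearts at D15 (SD, n = 4 each), a log2 fold change of 2.22 (standard error 0.23, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test). At D10 its log2 fold change was 0.31 and at D21 1.20, neither past the threshold (adjusted p = 0.457 and 0.0224 by the same edgeR test). In a fit with the replicate number as a block C3 was induced at D21 (adjusted p = 0.00738 by edgeR). Killer cell lectin-like receptors are expressed by NK cells. All 13 of them that were tested were induced at D15, with a median log2 fold change of 4.32. Too few of them had enough reads at D10 and D21 for a test.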

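How far each D10 EAM heart had moved was read from the genes induced at D15, a measure chosen after the values were seen. In D10 EAM replicate 1, 92.3% of them lay above all 4 D10 control hearts, and in replicates 2, 3 and 4 30.0%, 66.2% and 30.2% did, where chance gives 20%. Relative to the change seen at D15, the median gene had covered a fraction of 0.714 in replicate 1 and 0.041, 0.227 and 0.068 in replicates 2, 3 and 4. Marker lists of monocytes and macrophages, neutrophils and T cells had median log2 fold changes of 1.10, 1.06 and 1.58 at D10. All 3 passed by camera with Benjamini-Hochberg adjustment (adjusted p = 2.0e-07, 2.0e-07 and 0.00323), and the B cell list did not (adjusted p = 0.284). None of them passed under fry. Without EAM replicate 1 the medians were 0.51 for monocytes and macrophages and 0.64 for neutrophils, and the T cell list no longer passed (median 0.56, adjusted p = 0.213), and without EAM replicate 3 it did not pass either (median 1.49, adjusted p = 0.116). From the activation of 4 cytokine and chemokine pathways at D10, when flow cytometry gave no evidence of leucocyte infiltration, the paper reasons that inflammatory pathways are activated early and that molecular changes may precede infiltration (Figure 1C).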

### Integration of Gene Expression Changes With KEGG Molecular Interactions Identifies a 50-Gene Network in Autoimmune Myocardial Inflammation

Although the 11 pathways identified above are informative individually, it is unclear how genes from these pathways are networked as a whole, and which part of the network formed by these pathways is best reflective of our context-specific data (i.e., time-course expression data generated in this study). We reasoned that exploring the topology of this network in an unbiased manner could better understand disease mechanism. 

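The text and the supplement of the paper name 28 genes of the subnetwork beside BCL2A1. Traf2, Nfkb1, Rac1, Vav1, Btk and Pik3cd are among the 28. BCL2A1, whose near-identical mouse copies share reads, is left out here. The paper scores a gene by combining its FDR values of the 3 time points with Fisher's method. Computed in this way over 14814 genes tested at every time point, the score of 26 of the 28 genes lay in the best-scored 10% of genes, with a median rank of 158.5. The highest score of all genes was that of Acod1. Nfkb1 ranked 1335, Traf2 5226 and Rac1 6753. With unadjusted p-values 25 of the genes lay in that 10%. The paper chose the subnetwork by such a score on the same samples, so high ranks are not independent evidence. Its method also lets a few genes with low scores link the others, so low ranks do not contradict it.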

We therefore performed an integrated analysis of KEGG molecular interactions with gene expression changes at different time points (see online methods), identifying a subnetwork of 50 gene nodes based on their expression importance over time (Figure 2A). The cascade of subnetwork activation through the course of the disease process in this model of myocarditis is visualized in Figure 2B, where fold change over time and differential significance of individual genes are indicated respectively by color and size of individual gene nodes. Notably, interacting genes in this subnetwork are all induced with the changes peaking at the intermediate time point (day 15).

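All 28 subnetwork genes used here had a log2 fold change above 0 at each time point, and all 28 had their largest at D15. The median was 1.55 at D10, 3.96 at D15 and 2.59 at D21. Past the limits of FDR and fold change, 0 were induced at D10, 26 at D15 and 18 at D21. Adjusted over the list alone, the numbers were 0, 26 and 24, but the paper chose these genes on the same samples, so this is not independent evidence. At least a 2-fold increase was seen for 20, 26 and 24 genes. Without D10 EAM replicate 1 it was seen for 7 genes at D10, with a median log2 fold change of 0.64. The 2 genes short of it at D15 were Traf2 and Rac1, both with an FDR below the limit. The difference of the EAM effect between D15 and D10 passed an FDR of 0.01 for 10 of the 28 genes by edgeR's quasi-likelihood test, with a median difference of 2.10. From D15 to D21 all 28 fell, by a median of 1.17, and 1 passed that limit. By other tools, 1 gene (edgeR likelihood ratio test, DESeq2) or none (edgeR exact test, limma-voom) was induced at D10. With all 12 control hearts it was 23. At D21, no gene of the list was induced without any 1 of the 4 controls or without EAM replicate 1 or 2, and 10 were without EAM replicate 4.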

**Figure 2:**
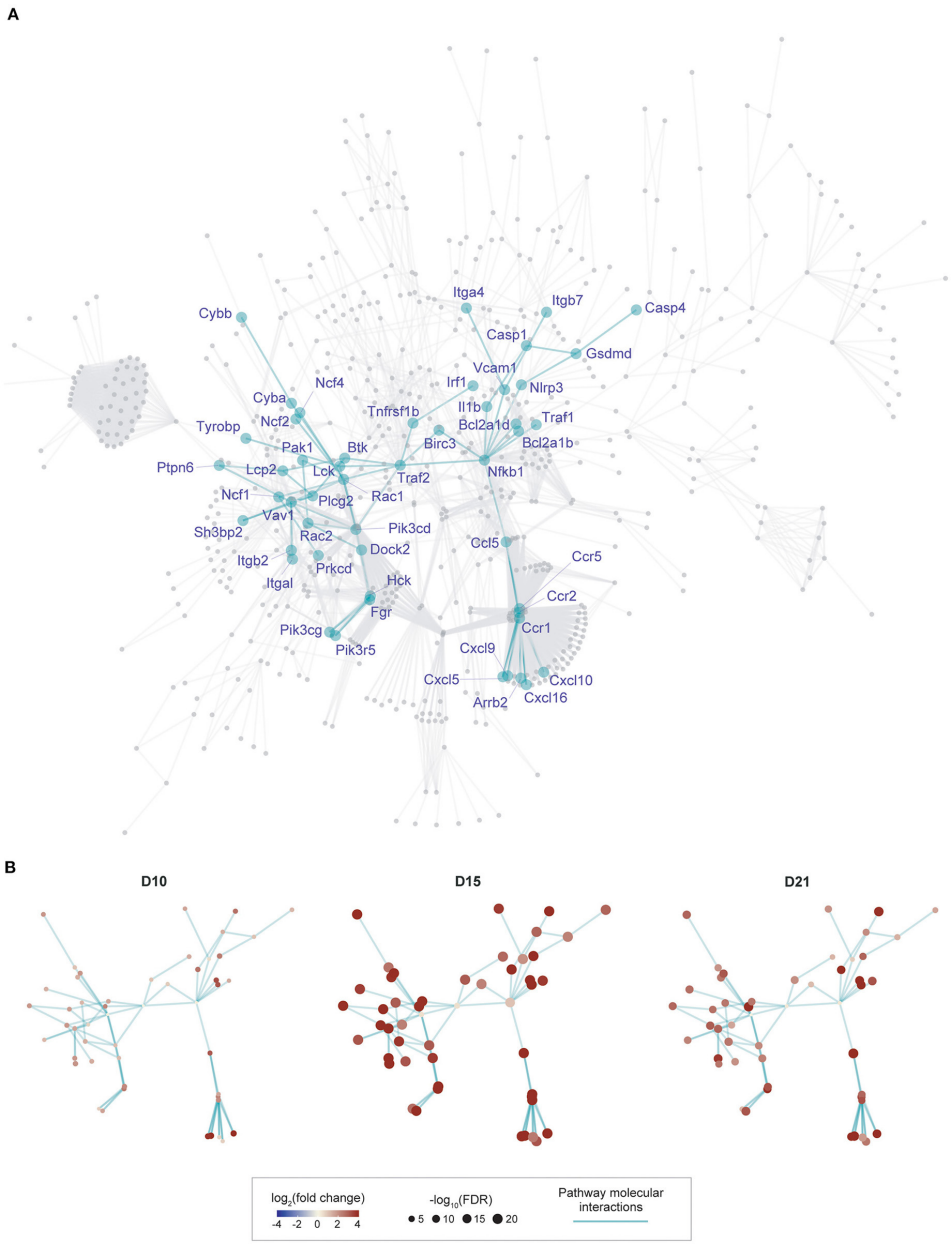
Gene subnetwork identification and temporal evolution in murine myocarditis model. **(A)**, Overview of the gene subnetwork, with 50 gene nodes labeled by gene symbols and 75 connections between nodes (network edges). This subnetwork was identified from a parent network (in gray, obtained by merging 11 KEGG pathways identified in Figure 1) by scoring genes for their expression importance over time in EAM. Genes known to be required for the development of murine myocarditis are indicated in boxes. **(B)**, Gene subnetwork illustrated at three different time-points with the same layout as shown in **(A)**. Nodes at each time point are colored by log_2_(fold change) and sized by –log_10_(FDR) as indicated in the scale.

### Modest Network Disconnection Is Achieved by Single Node Removal

One way of identifying the importance of a node is to quantify the tolerance of the network to node removal based on well-established percolation theory [reviewed in (27)]. A measure of overall network connectivity, and hence function, is the size of the largest connected, or “giant” component (28). The effect of node removal can be defined in terms of the fraction of network nodes disconnected from the giant component after node removal, a measure that we call “attackness” for simplicity. According to the percolation process, removal of a node with high attackness results in a large proportion of disconnected nodes. To assess the potential utility of this approach, we analyzed the 50-gene subnetwork to calculate attackness for each node (Figure 3A). 

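Traf2 (ENSMUSG00000026942, chromosome 2 from 25517982 to 25546940) changed little at any time point. At D15 its expression was 35.6 ± 2.28 CPM in EAM and 26.4 ± 0.61 CPM in control hearts (SD, n = 4 each), a log2 fold change of 0.44 (standard error 0.06, adjusted p = 1.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.09 at D10 and 0.31 at D21, neither past the threshold. Nfkb1 (ENSMUSG00000028163, chromosome 3 from 135584655 to 135691547) was at 157 ± 10.6 CPM in EAM and 77.5 ± 3.17 CPM in control hearts at D15, a log2 fold change of 1.04 (standard error 0.07, adjusted p = 1.2e-06 from the same edgeR test). Its log2 fold change was 0.22 at D10 and 0.34 at D21. For Nfkb1 the effect at D15 exceeded that at D10 (adjusted p = 0.00243, edgeR quasi-likelihood test of the difference) and that at D21 (adjusted p = 0.00661).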

We find that *Traf2* and *Nfkb1* have the highest degree of “attackness” (0.5 and 0.42, respectively).

**Figure 3:**
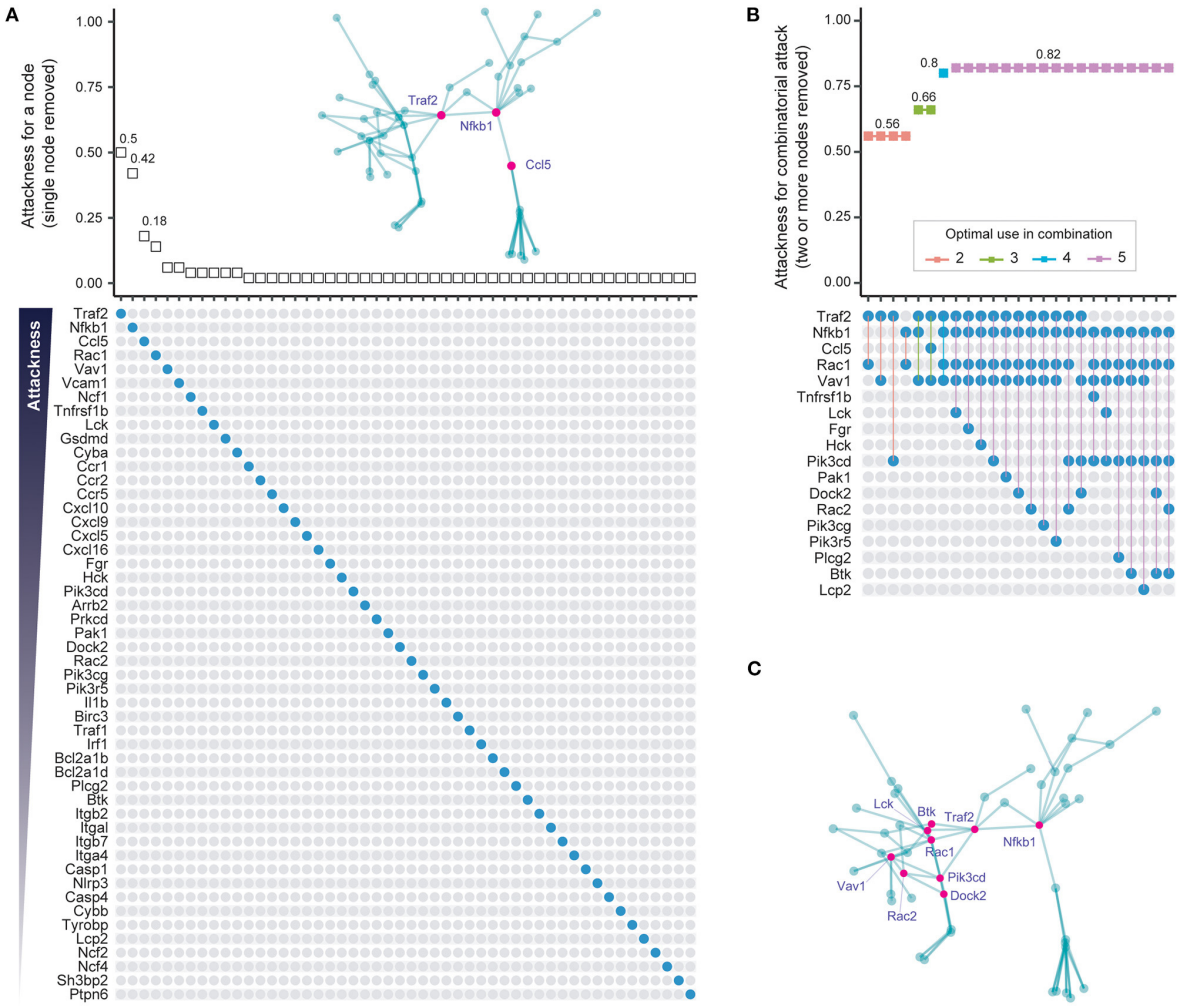
Individual and combinatorial attack to identify vulnerable subnetwork nodes. **(A)** Individual attack strategy. *Top panel*: Plot of attackness (*Y*-axis) by node (*X*-axis, nodes ordered as in bottom panel). The “attackness” metric quantifies the susceptibility of the subnetwork to the individual node removed, and is defined as the fraction of nodes disconnected from the giant component after node removal. *Bottom panel*: Nodes in the 50-node subnetwork are illustrated as colored circles in descending order of attackness. *Inserted panel (top)*: Graph of the 50-node subnetwork with the three nodes with highest attackness values indicated in pink. **(B)** Combinatorial attack strategy to identify node combinations that maximize network disconnection. *Top panel*: Plot of combinatorial attackness (*Y*-axis) by node combinations (*X*-axis, node combinations indicated in bottom panel). *Bottom panel*: Nodes removed in combination are indicated by connected colored circles. **(C)** Graph of the 50-node subnetwork with the nine nodes used most frequently in combinatorial attack indicated as pink circles.

### Maximal Network Disconnection Is Achieved by Removal of *Traf2, Nfkb1, Rac1*, and *Vav1*

Most diseases, however, typically require a polypharmacological approach, where multiple targets are attacked (29). To minimize on-target adverse effects it is important to identify the smallest possible number of nodes that need to be targeted in order to have an adequate effect. To address this, we removed between two to five nodes in combination and assessed the effect of such removal on the fraction of network nodes disconnected from the giant component (i.e., the combinatorial attackness). The top-ranking combinations and their corresponding combinatorial attackness are shown in Figure 3B, with genes frequently involved in these top combinations highlighted in the subnetwork (Figure 3C). 

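Rac1 (ENSMUSG00000001847, chromosome 5 from 143503634 to 143528036) was expressed at 382 ± 13.0 CPM in EAM and 284 ± 10.0 CPM in control hearts at D15 (SD, n = 4 each). Its log2 fold change of 0.44 (standard error 0.07, adjusted p = 2.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lies below the 2-fold limit, and it was 0.13 at D10 and 0.10 at D21. Vav1 (ENSMUSG00000034116, chromosome 17 from 57279100 to 57328031) rose from 6.02 ± 0.55 CPM in control to 97.5 ± 11.2 CPM in EAM hearts at D15. This is a log2 fold change of 4.03 (standard error 0.11, adjusted p = 1.3e-08 from the same edgeR test). At D21 it was 2.92 (standard error 0.49, adjusted p = 0.00680 by edgeR), and at D10 1.53, which did not pass. The D21 call of Vav1 was lost without any 1 of the D21 controls and without D21 EAM replicate 1 or 2, with adjusted p between 0.0125 and 0.0319 by edgeR.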

Removal of four nodes (*Traf2, Nfkb1, Rac1*, and *Vav1*) is predicted to disconnect 80% of nodes from the giant component. Combined attack on *Nfkb1* and *Rac1* is predicted to disconnect 56% nodes in the 50-node network.

### Combinatorial Attack Identifies Additional Nodes Targeted by Approved Therapeutics

Drug repurposing is a strategy that repositions existing effective therapeutics with acceptable safety profiles to new indications (30). We used the ChEMBL database (25) to explore the evidence supporting potential therapeutics targeting products of the human gene equivalents of the mouse subnetwork. We identified 11 genes (*BTK, CCR5, HCK, IL1B, ITGA4, ITGAL, ITGB2, ITGB7, LCK, PIK3CD*, and *PIK3CG)* that could be targeted by drugs already in clinical use (Figure 4A). 

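Those of these genes that are reported here were induced at D15, with log2 fold changes between 2.71 (Pik3cg) and 5.95 (Il1b). Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) was at 153 ± 36.3 CPM in EAM and 2.50 ± 0.22 CPM in control hearts (SD, n = 4 each; adjusted p = 2.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itgb2 had a log2 fold change of 5.30, Itgb7 of 5.12, Lck of 4.72, Itgal of 4.55 and Itga4 of 3.63 at D15. At D21 the values were 4.04 for Il1b, 3.71 for Itgb2 and 2.61 for Itgal. Itgal (adjusted p = 0.0119) and Pik3cg (adjusted p = 0.0291) were not induced at D21 by the same edgeR test, but were without D21 EAM replicate 3 (adjusted p = 0.00115 and 0.00269). The D21 calls of Il1b and Itgb2 were lost without any 1 of the D21 controls and without D21 EAM replicate 1 or 2, with adjusted p up to 0.0325 and 0.0299 by edgeR. With the replicate number as a block Itgal was induced at D21 (adjusted p = 0.00778 by edgeR). At D10 none of those reported was induced by edgeR's quasi-likelihood test, the likelihood ratio test, the exact test, DESeq2 or limma-voom on the 8 samples of that time point, the log2 fold changes lying between 0.81 for Pik3cg and 2.67 for Itgb7. With all 12 control hearts all of them but Pik3cg were induced at D10. On all 24 samples, a setting chosen after the data were seen, the likelihood ratio test called Itgb7 at D10, and DESeq2 called Itgb7 and Itgal.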

We also identified 7 preclinical (phased) drug targets. These include two genes (*BCL2A1* and *CCR2*) targeted by drugs in clinical phase III, and five genes (*BIRC3, CASP1, CCR1, CXCL10*, and *PRKCD*) targeted by drugs in clinical phase II. 

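Mouse BCL2A1 has several near-identical copies that share reads, and no value is given for it. The remaining 6 genes were all induced at D15. Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) had the largest change, from 0.54 ± 0.34 CPM in control to 72.2 ± 24.7 CPM in EAM hearts (SD, n = 4 each), a log2 fold change of 7.03 (standard error 0.38, adjusted p = 3.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D15 the log2 fold change was 4.99 for Ccr1, 4.89 for Ccr2, 3.17 for Prkcd, 2.91 for Casp1 and 2.29 for Birc3. At D10, Cxcl10 was at 33.7 ± 49.6 CPM in EAM hearts against 0.92 ± 0.60 CPM in control hearts, a log2 fold change of 5.15 (standard error 1.34) that did not pass with edgeR's quasi-likelihood test (adjusted p = 0.328). It passed with the likelihood ratio test, with DESeq2 and with all 12 control hearts. At D21, Cxcl10, Ccr2 and Prkcd were induced, while Birc3, Casp1 and Ccr1 were not. Without D21 EAM replicate 3 the latter were induced (adjusted p = 0.00187, 5.8e-04 and 8.6e-04 by edgeR). Without any 1 of the D21 controls or D21 EAM replicate 1 or 2, Cxcl10, Ccr2 and Prkcd were not, with adjusted p up to 0.0311, 0.0325 and 0.0330 by edgeR, and Ccr2 was not without D21 EAM replicate 4 (adjusted p = 0.0111). Prkcd was not induced at D21 with the replicate number as a block either (adjusted p = 0.0145 by edgeR).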

We found the highest degree of support from clinical evidence (approved therapeutics), and also observed enrichment for preclinical (phased) drug targets, though at a less significant level (Figure 4B). We next calculated the attackness for these targets and found the lowest degree for all of them except for *Lck* (Figure 4C). This observation motivated us to explore the effect of a combinatorial attack strategy on the subnetwork. The top two-node, three-node and four-node combinations and their corresponding combinatorial attackness are shown in Figure 4D. We find that the tyrosine-protein kinase *LCK* inhibitor can be combined with any other inhibitor to achieve a small improvement in effect. A further improvement in effect may be observed by combining C–C chemokine receptor type 1 (CCR1) antagonist (Phase II), C–C chemokine receptor type 2 (CCR2) antagonist (Phase III), and C–C chemokine receptor type 5 (CCR5) antagonist (approved). The effect of this triplet combination can be further enhanced with addition of the LCK inhibitor.

**Figure 4:**
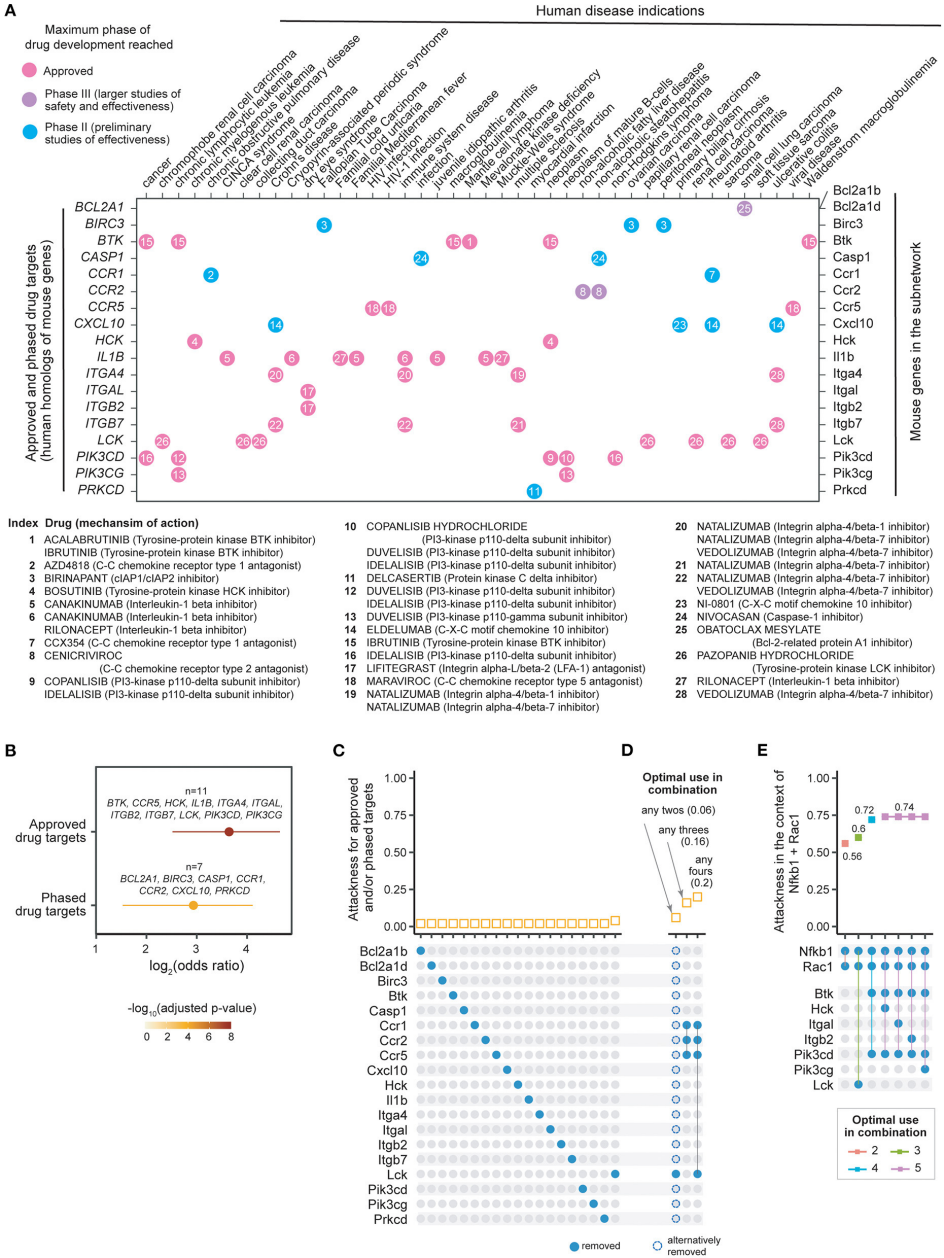
Individual and combinatorial attack strategies to identify re-purposing candidates. **(A)** Dot plot showing 19 mouse genes in the subnetwork (*X*-axis, right) and their human homologs (*Y*-axis, left) mapped to currently approved and phase II/III drugs in human disease indications (indicated on the *X*-axis, and obtained from ChEMBL v25). Dots are color-coded by clinical phase status as indicated in the legend. Information on drugs and mechanism of action is indexed in the plot and detailed beneath the dot-plot. **(B)** Forest plot of approved or phased drug targets enriched in the subnetwork genes. The significance level (adjusted *p*-value), odds ratio and 95% confidence interval (represented by lines) calculated according to Fisher's exact test (one-sided). Also illustrated are gene lists overlapped. **(C)** Individual attack strategy. *Top panel*: Plot of attackness (*Y*-axis) by node (*X*-axis, nodes indicated by colored circles in the bottom panel). *Bottom panel*: 19 nodes within the 50-node subnetwork that have identifiable drugs. **(D)** Combinatorial attack strategy to identify node combinations that maximize network disconnection. *Top panel*: Plot of combinatorial attackness (*Y*-axis) by node combinations (*X*-axis, node combinations indicated in bottom panel). *Bottom panel*: Nodes removed in combination are indicated by connected colored circles. **(E)** Combinatorial attack strategy to identify additional node combinations that maximize network disconnection in the context of *Nfkb1* and *Rac1* node removal using state-of-the-art therapy (glucocorticoid and azathioprine). *Top panel*: Plot of combinatorial attackness (*Y*-axis) by node combinations (*X*-axis, node combinations indicated in bottom panel). *Bottom panel*: Nodes removed in combination are indicated by connected colored circles.

### Combinatorial Attack in the Context of Established Therapy Identifies *Btk* and *Pik3cd*

As discussed above, established therapy with prednisolone and azathioprine, targeting *Nfkb1* and *Rac1*, respectively, is predicted to disconnect 56% nodes in the 50-node network. We evaluated a repurposing strategy in the context of *Nfkb1*+*Rac1* node removal. We find that the targeting *Btk* and *Pik3cd* in the context of established therapy will disconnect 72% of the nodes in the 50-node network, a substantial increase from which there is no further improvement by targeting another node (Figure 4E).

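Btk (ENSMUSG00000031264, chromosome X from 134542336 to 134583570) was at 33.0 ± 3.55 CPM in EAM and 2.24 ± 0.30 CPM in control hearts at D15 (SD, n = 4 each), a log2 fold change of 3.89 (standard error 0.13, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pik3cd (ENSMUSG00000039936, chromosome 4 from 149649168 to 149702571) was at 98.1 ± 6.26 and 11.5 ± 1.56 CPM, a log2 fold change of 3.11 (standard error 0.10, adjusted p = 2.1e-08 by the same edgeR test). At D21 the log2 fold changes were 2.56 for Btk and 2.15 for Pik3cd (adjusted p = 0.00721 and 0.00867 by edgeR), and at D10 they were 1.52 and 1.10, not past the threshold. Both D21 calls were lost without any 1 of the D21 controls and without D21 EAM replicate 1 or 2, that of Pik3cd also without replicate 4, with adjusted p up to 0.0357 by edgeR. For both, the effect at D15 exceeded that at D10 (adjusted p = 0.00747 and 0.00981, edgeR test of the difference).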

## Discussion

The RNA sequencing studies reported here provide a resource with demonstrated utility in advancing our knowledge of the molecular pathology of autoimmune myocardial inflammation. Our work advances published studies of molecular pathology by integrating the temporal sequence of gene expression changes with well-established information on how these genes interact in pathways. Supporting our analysis, several genes within the 11 pathways identified in this study have already been shown to be critical for the development of EAM, including *Ccl2* (12), *Ccl3* (12), *Ccr2* (14), *Ccr5* (12), *Il1r1* (9), *Il17ra* (31), and *Tnf* (5). 

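Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355) was at 8.67 ± 2.59 CPM in EAM and 0.25 ± 0.17 CPM in control hearts at D15 (SD, n = 4 each), a log2 fold change of 5.04 (standard error 0.38, adjusted p = 3.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the same time point the log2 fold change was 3.94 for Ccl2, 3.40 for Il17ra, 3.09 for Tnf and 1.80 for Il1r1, all induced. At D10 it was 2.15 for Ccl2, 1.98 for Ccl3, 1.69 for Tnf, 1.17 for Il17ra and 0.27 for Il1r1, none past the threshold of edgeR's quasi-likelihood test, though with all 12 control hearts all but Il1r1 were induced, and at D21 only Ccl3 of these 5 genes was induced (log2 fold change 3.45). Without any 1 of the D21 controls Ccl3 was not induced (adjusted p up to 0.0304 by edgeR). Ccl3 was not tested with a D21 EAM heart left out. Without D21 EAM replicate 3, Ccl2, Il1r1, Il17ra and Tnf were induced (adjusted p = 0.00258, 0.00522, 0.00112 and 0.00621 by edgeR). Ccl2 was also induced at D21 with the replicate number as a block (adjusted p = 0.00873 by edgeR). Other genes that the paper's introduction names as required for myocarditis were less uniform. Il6 had a log2 fold change of 7.60 and Myd88 of 2.25 at D15. Csf1 changed by 0.62, below the 2-fold limit, and Il4 by -0.35, not past the threshold. Il17a had no read in the 4 D15 control hearts and 1.09 ± 0.34 CPM in EAM hearts, at least 27.1-fold higher when 3 counts over the control group are taken as the floor. Csf2 was tested at D15 only. It had 1 read in the control hearts and was 158-fold higher in EAM hearts, with a 95% counting interval from 28.0 to 6260 (exact conditional Poisson test). Il23a and Cr2 had too few reads to be tested.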

The role of NK cells and complement pathways in myocarditis has also previously been elucidated (15, 32). 

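The supplement prints in full the symbols of 8 early-persistent genes, Il1a, Gm4841, Cxcl9, Acod1, Cxcl10, Socs3, Olr1 and Cxcl13. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 8 were induced at D10, each with an adjusted p of 0.328. Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) was at 97.6 ± 155 CPM in D10 EAM and 2.23 ± 0.85 CPM in D10 control hearts (SD, n = 4 each), a log2 fold change of 5.41 (standard error 1.40). For Acod1 the D10 log2 fold change was 5.52, for Gm4841 5.87, for Il1a 4.56, for Olr1 3.78, for Cxcl13 2.94 and for Socs3 1.99. The standard errors lay between 0.49 for Socs3 and 1.48 for Acod1. At D15 the 8 genes had log2 fold changes between 4.73 (Socs3) and 9.69 (Acod1), all induced. All but Gm4841 and Cxcl13 were induced at D21, and these were without D21 EAM replicate 3 (adjusted p = 0.00616 and 0.00109 by edgeR). Without any 1 of the D21 controls none of the other 6 was induced at D21 (adjusted p up to 0.0389 by edgeR). Cxcl9, Acod1, Cxcl10 and Socs3 were not without D21 EAM replicate 1 or 2 either, and Socs3 not without replicate 4. Il1a and Olr1 were not tested with a D21 EAM heart left out. Socs3 was not induced at D21 with the replicate number as a block either (adjusted p = 0.0152 by edgeR). The edgeR likelihood ratio test placed 6 of the 8 genes in the early-persistent group, the edgeR exact test 4 and DESeq2 7, and with all 12 control hearts all 8 were in it.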

Importantly, a number of genes and pathways are identified that are induced at early time points and persist through the course of inflammation. Our work advances the molecular pathology of autoimmune myocardial inflammation by integrating these genes and pathways into a single network and identifying a 50-gene molecular network that is induced over the time course of autoimmune myocardial inflammation. Elements within this molecular network have potential for exploitation as biomarkers or molecular signatures of disease. The diagnosis of myocarditis and inflammatory cardiomyopathy currently relies on the presence of leucocyte infiltration in endomyocardial biopsy specimens, which is the “gold-standard” (2). As such infiltrates may be patchy, the disease may go unrecognized.

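Among the chemokine ligands and receptors tested, 60.6% were at least 2-fold higher in EAM than in control hearts at D10, 86.0% at D15 and 71.4% at D21. By edgeR's quasi-likelihood test, the numbers past the limits of FDR and fold change were 0 of 33, 37 of 43 and 16 of 35. For interleukins and their receptors, the shares at least 2-fold higher were 37.2% (14.3% without D10 EAM replicate 1), 67.3% and 51.2%, with 0 of 43, 35 of 52 and 12 of 43 genes induced. Adjusted over the list alone, 0, 37 and 23 chemokine genes and 0, 35 and 21 interleukin genes were induced at D10, D15 and D21.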

The data from RNA sequencing analysis indicate that chemokine signaling pathway and cytokine–cytokine receptor interactions are elevated at D10, and increase further by D15 and at D21. While no evidence of myocardial inflammation is detected at D10, it is clearly detected at D15 and peaks by D21. Our results thus show that molecular changes in the myocardium appear before leucocyte infiltration occurs, and persist through to later stages. The delay between chemokine/cytokine gene expression and maximum accumulation of CD45^+^ cells is expected, and likely arises from the necessary subsequent stages of chemokine protein translation, post-translational modification, secretion, presentation on the endothelial luminal surface, binding to leucocyte chemokine receptor, activation of the leucocyte adhesion cascade, and leucocyte transendothelial migration that leads to tissue leucocyte accumulation (33, 34).

Alternative approaches that could be used for such molecular phenotyping include RT-qPCR, proteomic approaches such as western blotting or multiplexed immunoassay (e.g., Luminex xMAP) technologies, and single-cell RNA sequencing approaches to characterize the nature of the immune cell infiltrate. RNA sequencing is considered the “gold-standard” for whole transcriptome gene expression studies, and is highly correlated with alternative transcriptomic approaches that detect changes in expression of individual genes such as microarrays or RT-qPCR (35). Proteomic approaches such as western blotting or multiplexed immunoassays we consider impractical for the molecular characterization of multiple gene products due to the very small amounts of tissues that are typically obtained in myocardial biopsy specimens, and the requirement for highly specific and sensitive antibodies to the gene products of interest.

A limitation of our work is that the restricted amount of tissue available for FACS analyses (most tissue being used for RNA extraction), made more detailed studies of cellular subpopulations technically challenging. In future studies characterization of inflammatory subpopulations—for instance using single cell RNA sequencing—would be a desirable goal, as it would allow an understanding of the changes in cellular compartments, and also allow correlation with transcriptomic analyses. The application of single-cell RNA sequencing as a molecular diagnostic tool is indeed of great interest, and will likely provide complementary information to bulk RNA sequencing. Single-cell RNA sequencing is technically more challenging and substantially more expensive than bulk RNA sequencing, and currently may be impractical for diagnostic applications where very small amounts of tissue are typically available for study. Taken together, we suggest that molecular characterization of biopsied myocardium using bulk RNASeq may be a sensitive and cost-effective indicator of autoimmune myocardial inflammation in comparison to histopathology, and could complement histopathology in the evaluation of myocardial inflammation.

These studies also provide a molecular rationale for immunosuppressive therapy of inflammatory cardiomyopathy. Recommended immunosuppressive approaches for autoimmune and virus-negative inflammatory cardiomyopathy employ glucocorticoids, azathioprine and cyclosporine singly or in combination (1, 2). These immunosupressive approaches either directly or indirectly target three of these four critical nodes identified by the combinatorial attack strategy. The azathioprine metabolite 6-thio-GTP directly binds RAC1 to suppress VAV1 guanosine exchange activity on RAC1 and inhibits T-cell-APC conjugation, causing immunosuppression (36, 37). Glucocorticoids such as prednisolone repress NFKB activity through diverse mechanisms including increasing its cytoplasmic retention, and reducing its synthesis (38). Cyclosporine also inhibits NFKB activity through its action on the 20S proteasome (38). Combined attack on NFKB and RAC1 is predicted to disconnect 56% nodes in the 50-node network. These findings support the validity of the subnetwork definition coupled with node disconnection approach developed here to predict therapeutic targets, and suggests that the extent of network disconnection achieved predicts therapeutic response. These findings thus provide a molecular rationale for the immunosuppressive therapy recommended currently for inflammatory cardiomyopathy.

While the combinatorial attack strategy predicts critical network node/target combinations for drug therapy, it does not necessarily imply therapeutic success. Such a strategy may even result in the use of drugs with unacceptable on-target adverse effects. For instance, while TRAF2 has a key role in the subnetwork, its loss results in inflammatory and cardiac failure phenotypes which would invalidate it as a target (39, 40). Drug repurposing is a strategy that repositions existing effective therapeutics with acceptable safety profiles to new indications (30). As discussed above, established therapy with prednisolone and azathioprine, targeting *Nfkb1* and *Rac1*, respectively, is predicted to disconnect 56% nodes in the 50-node network. Given that any new therapeutic can only be ethically tested in the context of combination with established therapy, we evaluated a repurposing strategy in the context of *Nfkb1*+*Rac1* node removal. We find that the targeting *Btk* and *Pik3cd* in the context of established therapy will disconnect 72% of the nodes in the 50-node network, which predicts a substantial improvement in therapeutic efficacy. These *in silico* predictions need to be validated in appropriate studies, e.g., using genetic (e.g., knockout) or pharmacological (e.g., using agents such as Ibrutinib and Idelalisib, targeting BTK and PIK3CD, respectively) approaches in animal models of inflammatory cardiomyopathy.

In summary we have conducted a series of analyses (Supplementary Figure 6), starting with RNA sequencing to define the sequential evolution of the myocardial transcriptome during experimental autoimmune myocarditis. Combining the data with KEGG pathways allows identification of a myocarditis gene subnetwork that is induced at early, mid and late time points through the course of cardiac inflammation. We show that key vulnerable nodes in the temporally evolving subnetwork can be identified by a combinatorial attack strategy, the concept being based on well-established percolation theory. This approach is supported by the identification of the key nodes *Nfkb1* and *Rac1*, in the myocardial inflammation subnetwork, which are well-established targets of glucocorticoids, cyclosporine and azathioprine, and which have proven efficacy in the therapy of autoimmune and virus-negative inflammatory cardiomyopathy. Our analysis provides an *in silico* prediction that agents such as Ibrutinib and Idelalisib, targeting BTK and PIK3CD, respectively, could be re-purposed for the therapy of virus-negative inflammatory cardiomyopathy. Combination therapy is increasingly adopted across a range of chronic immuno-inflammatory diseases with the aim of inducing sustained remission (41, 42). Our approach, combining sequential transcriptome profiling, in-depth pathway network analysis and combinatorial attack, adds a new strategy to the repository of network medicine analyses designed to aid development of drug repurposing and drug combinations (43, 44). We suggest that our approach would be applicable more broadly to other immuno-inflammatory disorders where a similar series of analyses could be applied not only in mouse models, but also in human disease.

## Data Availability Statement

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus repository, with accession number GSE155423. Codes and associated data are provided as a series of online chapters at the project web interface (http://galahad.well.ox.ac.uk/Myocarditis).

## Ethics Statement

All animal procedures were approved locally by the University of Oxford Animal Welfare and Ethical Review Body and by the UK Home Office and carried out in accordance with the UK Animals (Scientific Procedures) Act 1986, under project license PPL P973A60F5. All procedures conformed to guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

## Author Contributions

KS and GD performed and analyzed mouse and flow cytometry experiments. HF, JK, and SB conceived the network analysis strategy. HF designed all scripts for network analysis. BW and HL designed the RNA sequencing study and analyzed RNA sequencing data. SB, DC, RW, and JK conceived the study and obtained funding support. KS, HF, JK, and SB drafted the manuscript. We thank Dr. Ying-Jie Wang for his advice on FACS data analysis. All authors contributed to editing the manuscript and approved the final manuscript version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 1

## **Singh et al. Supplementary Information**

### ***Availability of data and materials***

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus repository, with accession number GSE155423.

*Codes.* Codes and associated data are provided as a zip compressed supplementary file.

Chapter 1: Overview

Chapter 2: RNAseq analysis (quality control and differential analysis)

Chapter 3: List of differentially expressed genes

Chapter 4: Packages required

Chapter 5: Gene groupings (5.1 R function Upset, 5.2 group visualisation, 5.3 grouped genes, 5.4 heatmap visualisation)

Chapter 6: Pathway analysis (6.1 enrichment analysis, 6.2 enriched pathways),

Chapter 7: Subnetwork analysis (7.1 subnetwork identification, 7.2 subnetwork visualisation, 7.3 gene nodes in the subnetwork, 7.4 edges in the subnetwork),

Chapter 8: Combinatorial attack analysis (7.1 R function CombAttack, 7.2 individual node, 7.3 two-node combination examples).

Chapter 9: R session information

Chapter 10: Flow cytometry data

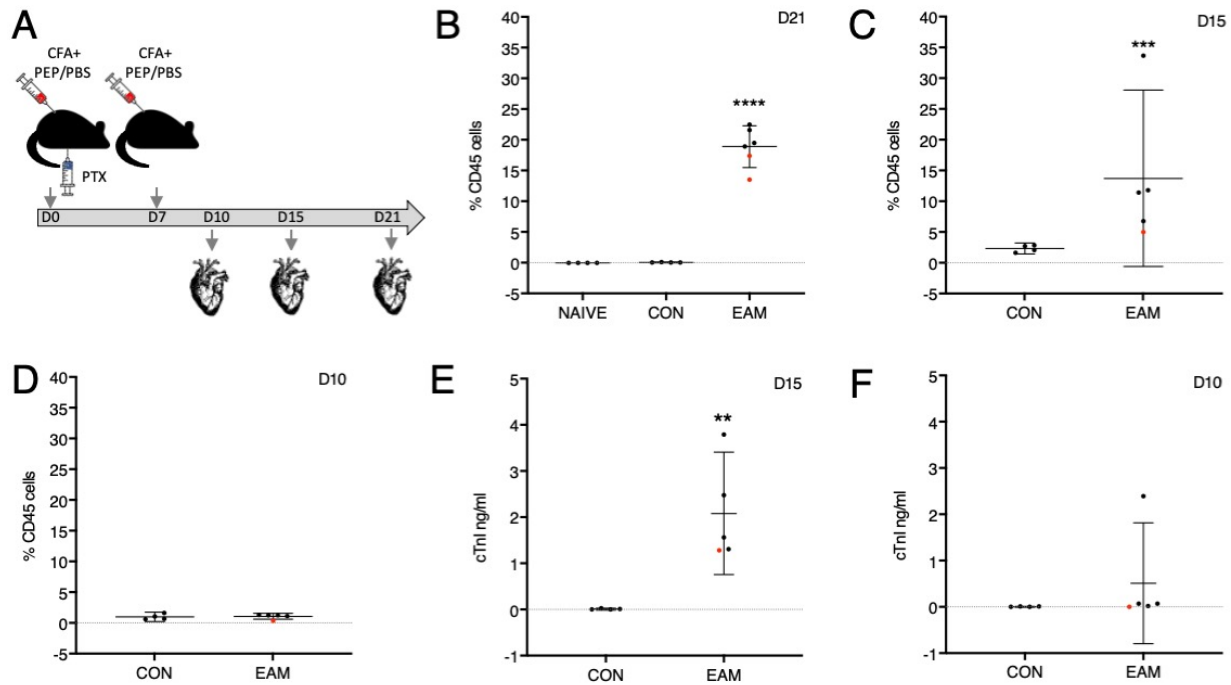

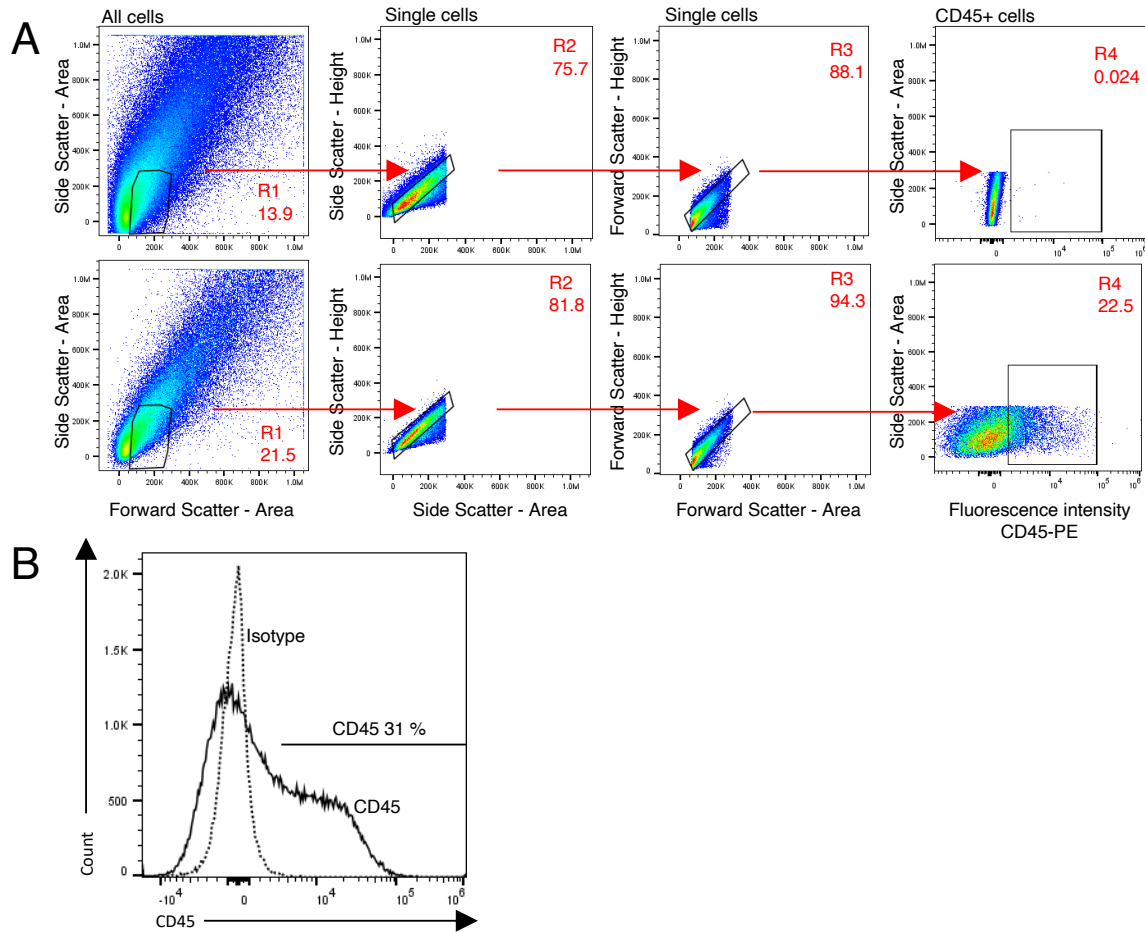

**Figure S2. Flow cytometry analysis**

**A**, Representative flow cytometry dot-plots of myocardial cells. *Top panels*: control, *bottom panels*: myocarditis. Panel series from left to right show all cells, single cells and CD45+ cells. Boxed areas in each dataset represent the cell type. Arrows indicate the serial gating strategy used to identify different cell populations. Cell debris was eliminated using forward scatter area (FSC-A) vs side scatter area (SSC-A) (gate R1). Cells in gate R1 were gated for single cells to remove doublets and clumps using Side scatter area (SSC-A) vs Side scatter height SSC-H (gate R2) followed by forward scatter area FSC-A vs forward scatter height FSC-H (gate R3). Cells in R3 were gated for expression of leucocyte marker, using anti-CD45 PE antibody (gate R4). Percentages of cells in each gate are indicated.

**B**, Representative flow cytometry histogram of CD45 +staining in myocarditis heart. Y-axis shows cell count (side scatter), and x-axis the fluorescence intensity on log scale. Dotted line is the isotype control used to determine background for CD45 antibody. Regular line shows staining for CD45 positive cells. % of cells exceeding fluorescence intensity in comparison to isotype control (i.e. CD45 cells) are indicated.

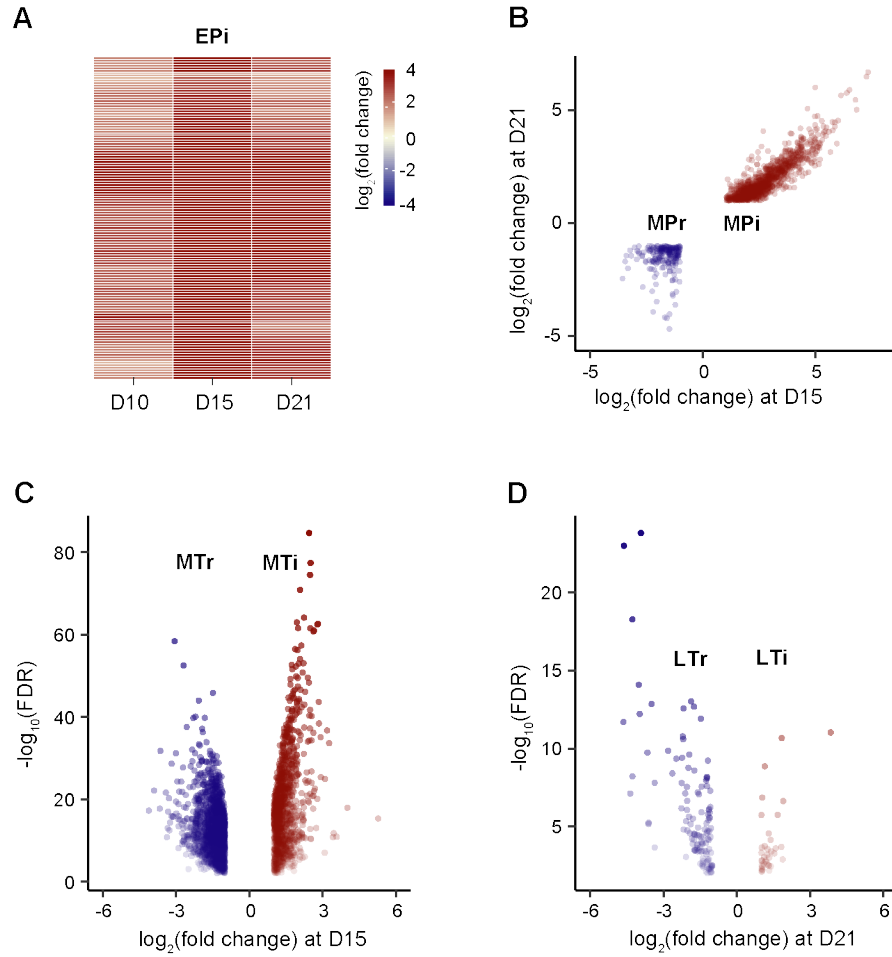

**Figure S3 Patterns of gene expression in experimental autoimmune myocarditis.**

**A**, Heatmap illustrating Epi genes with persistent induction at all three time points. **B**, Scatter plot showing MPi and MPr genes at D15 (on the X-axis) and D21 (on the Y-axis). **C**, **D**, Volcano-like plots illustrating MTi and MTr genes (**C**) and LTi and LTr genes (**D**).

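By a rule fixed before the data were examined, the genes with the largest fitted log2 fold changes were taken from those with no overlap between the groups and a mean of at least 1 CPM. At D15 the inductions named by it were Arg1 (log2 fold change 11.91), Serpinb2 (10.12), Pdcd1lg2, Cxcl3 and Rnase2a. Pdcd1lg2 and Cxcl3 had 1 read each in the 4 control hearts, and their ratios were 2496 and 2308, with 95% counting intervals from 448 to 98630 and from 414 to 91200 (exact conditional Poisson test). Rnase2a had no read in these hearts and was at least 151-fold higher (log2 7.23) with 3 counts over the group as the floor. This bound is below the log2 fold change of Acod1 (9.69), so the place of Rnase2a among the largest is not known, nor is the order of Pdcd1lg2 and Cxcl3. Rnase2a did not pass the threshold without any 1 of the D15 controls (adjusted p up to 0.0119 by edgeR). It was not tested with a D15 EAM heart left out. The 5 largest repressions by this rule at D15 were 2900052N01Rik (-3.91), Mettl11b (-3.69), Olfr1396 (-3.65), Gm28979 (-3.46) and Mycn (-3.43). By this rule Arg1 and Pdcd1lg2 also led the inductions at D21, with log2 fold changes of 8.45 and 8.03. F10 (7.98), Saa3 (7.94) and AA467197 (7.78) followed. Serpinb2 was not named by the rule at D21, with 1350 reads in EAM and 3 in control hearts, a ratio of 522.6. The repressions named at D21 were Bmp10 (-10.01), Sln (-7.95), Myl7 (-7.40), Mybphl (-7.15) and Uts2b. Uts2b had no read in the 4 EAM hearts and was at least 125-fold lower, with 3 counts over that group as the floor. This bound is below the changes of the other 4, so its place is not known. Bmp10 was at 0.18 ± 0.09 CPM in D21 EAM and 195 ± 65.2 CPM in D21 control hearts (SD, n = 4 each; adjusted p = 5.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In D10 control hearts it was at 0.52 ± 0.53 CPM. Of the genes repressed at D21, 57.6% followed atrial cardiomyocyte markers within the D10 and D15 groups (correlation over 0.5), against 3.74% of other genes. Less atrial tissue in the D21 EAM hearts may therefore explain these repressions. The library batch and a late effect of the disease cannot be told apart from it. The 5 inductions at D21 were not called without any 1 of the D21 controls (adjusted p up to 0.0340 by edgeR). Saa3 was not called without D21 EAM replicate 1 or 2 either. Arg1, Pdcd1lg2, F10 and AA467197 were not tested with a D21 EAM heart left out. Sln and Mybphl were not called without D21 control replicate 1, 2 or 3. Myl7 was not called without any 1 of the controls or D21 EAM replicate 1 or 2. Uts2b was not called without D21 EAM replicate 1, 2 or 4. Bmp10 and Uts2b were not tested with a D21 control left out.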

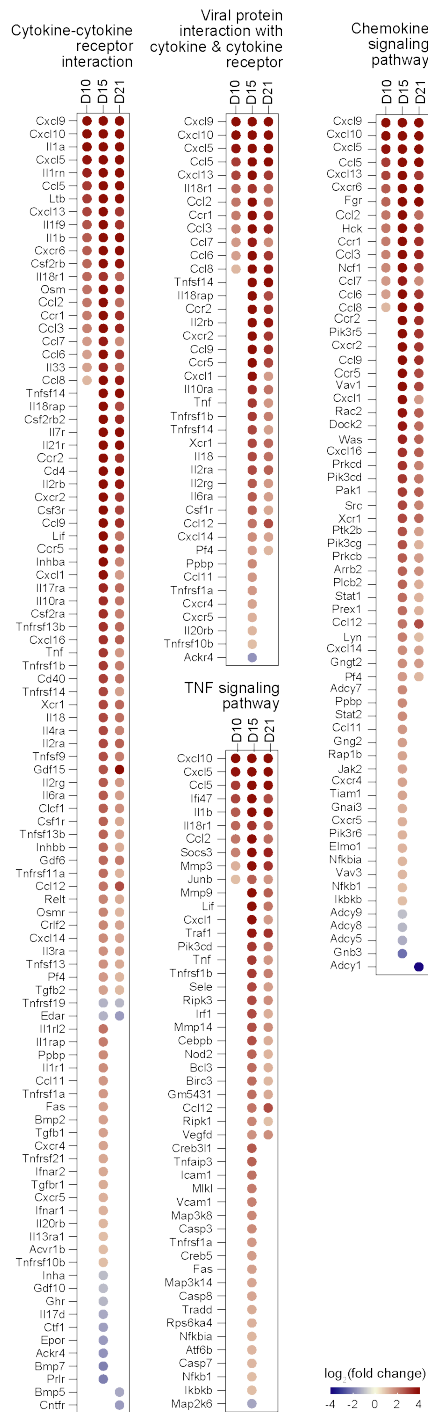

**Figure S4 KEGG pathways enriched in group EPI.**

Heat maps of individual genes at D10, D15 and D21 within the 4 pathways identified from the EPI group of genes. For a pathway, only significantly expressed genes (FDR < 0.01 plus either induced or repressed at least two-fold changes) at the indicated time point are shown, color-coded by log<sub>2</sub>(fold change) and ordered by similarity of expression pattern over time.

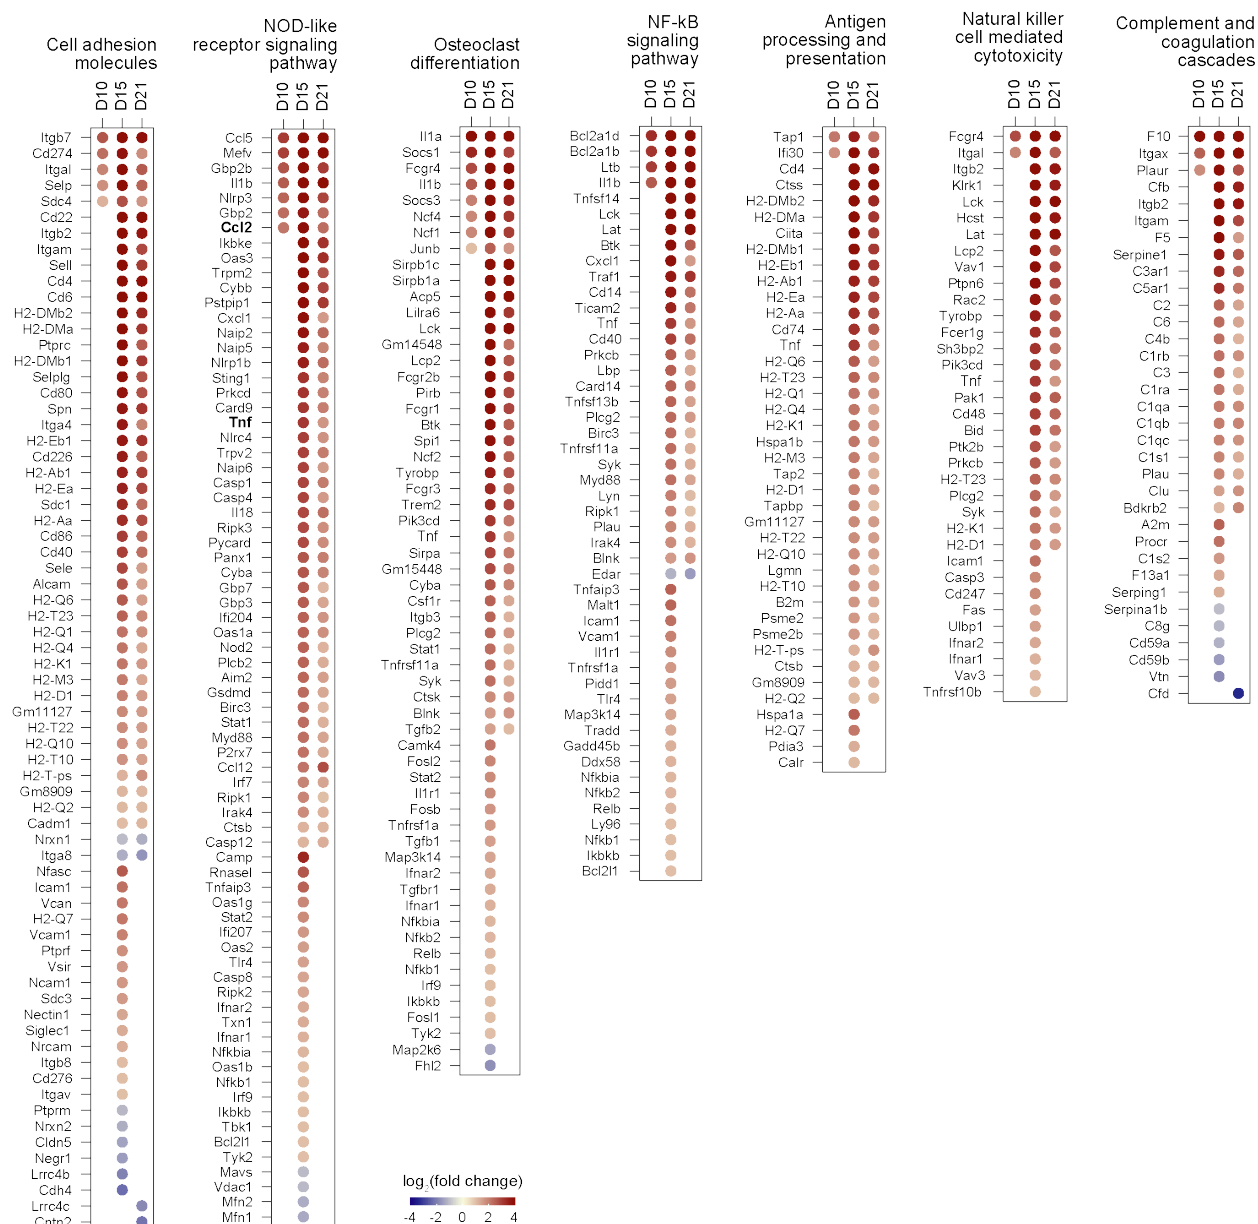

**Figure S5 KEGG pathways enriched in group MPi.** Heat maps of individual genes at D10, D15 and D21 within the 7 pathways identified from the MPi group of genes. For a pathway, only significantly expressed genes (FDR <0.01 plus either induced or repressed at least two-fold changes) at the indicated time point are shown, color-coded by log<sub>2</sub>(fold change) and ordered by similarity of expression pattern over time.

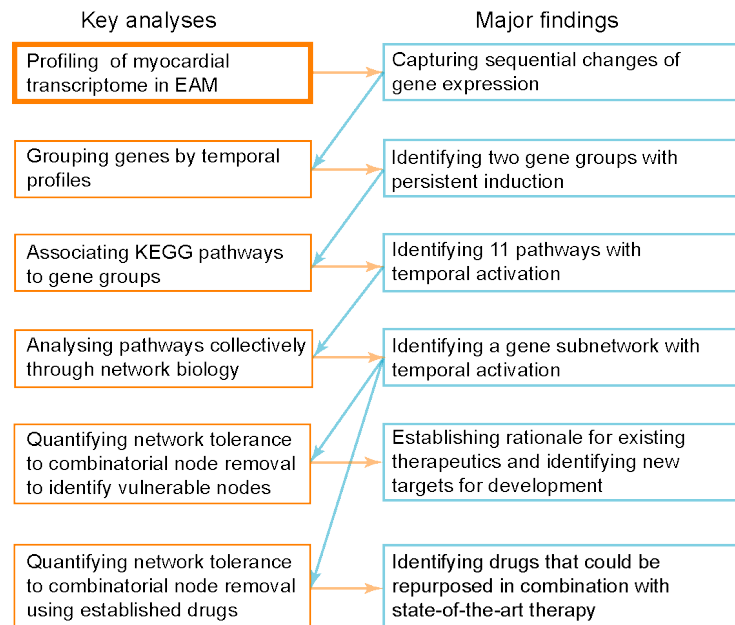

**Figure S6. Summary of key analyses and major findings.**

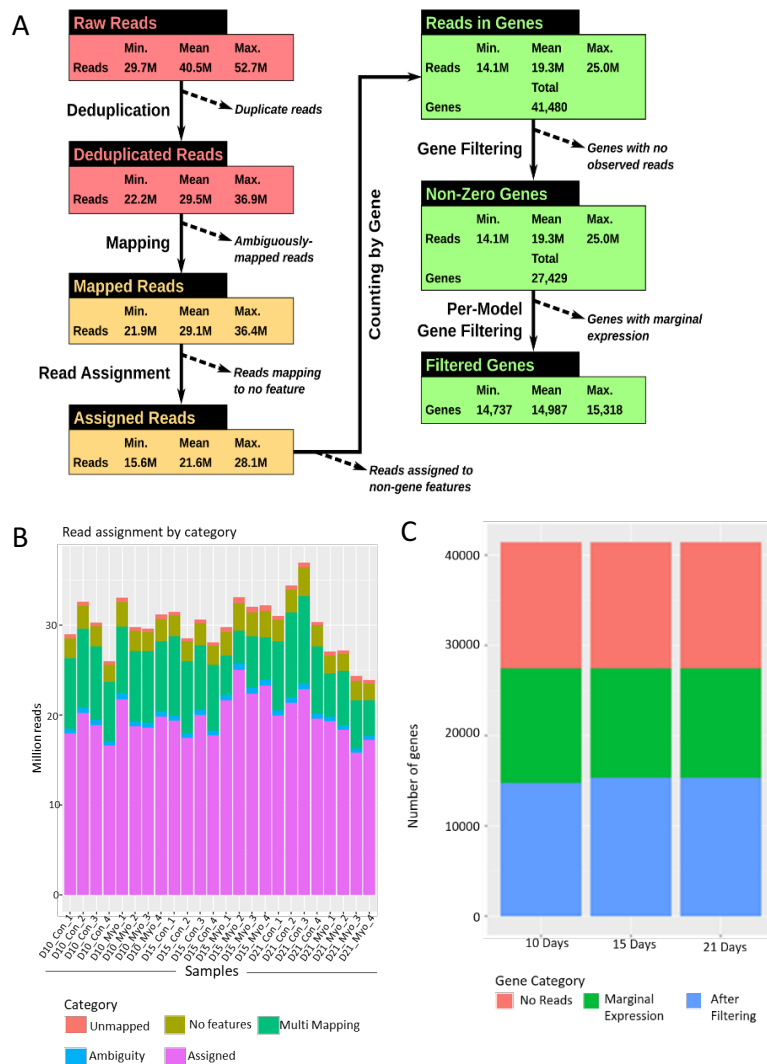

**Figure S7 RNA Sequencing Data Analysis and Quality Control**

*A, Left panel:* Processing steps from raw reads to assigned reads, showing numbers of reads at each step. Ranges of reads (min, mean and max) are across samples. Reasons for discarding reads are provided at each step. Details of read assignment by category following the mapping step is shown in B.

*Right panel:* Processing steps from assigned reads to genes used in the analysis, showing numbers of reads and genes at each step. Reasons for discarding genes are provided at each step. Proportions of genes with no reads, or with marginal expression, and obtained after filtering are shown by time point in C

*B,* Read assignment by category per sample. Reads are categorized as "Unmapped" where they could not be assigned, "MultiMap", where they mapped to multiple loci, "Ambiguity", where they spanned multiple genomic features, "No Feature" where they did not overlap any genomic feature, and "Genes" where reads could be mapped to single genomic features, and were taken further.

*C,* Proportions of genes with no reads, or with marginal expression, and obtained after filtering and used for used for between-group comparisons are shown at each time point.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 6 Gene subnetwork analysis | Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** QC and differential analysis
- **3** List of differential genes
- **4** Gene groupings
  - **4.1** R function Upset
  - **4.2** Group visualisation
  - **4.3** Heatmap visualisation
- **5** Pathway analysis
  - **5.1** Enrichment analysis
  - **5.2** Enriched pathways
- **6** Gene subnetwork analysis
  - **6.1** Subnetwork identification
  - **6.2** Gene nodes in the subnetwork
  - **6.3** Interacting edges in the subnetwork
  - **6.4** Subnetwork visualisation
- **7** Combinatorial attack
  - **7.1** R function CombAttack
  - **7.2** Individual nodes
  - **7.3** Two-node combination
- **8** Session Info

# Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

# Chapter 6 Gene subnetwork analysis

We perform an integrated analysis of KEGG molecular interactions with gene expression changes at different time points and identified a subnetwork of 50 gene nodes based on their expression importance over time. The cascade of subnetwork activation is visualised through the course of the disease process, where fold change over time and differential significance of individual genes is indicated by color and size respectively of individual gene nodes. For details, please refer to our paper.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 2 A gene subnetwork | Combinatorial attack on a gene subnetwork for myocarditis

- Myocarditis
- **1** Overview
- **2** A gene subnetwork
  - **2.1** Gene nodes
  - **2.2** Gene edges
- **3** Combinatorial attack
  - **3.1** R function CombAttack
  - **3.2** Individual nodes
  - **3.3** Two-node combination

# Combinatorial attack on a gene subnetwork for myocarditis

# Chapter 2 A gene subnetwork

We performed an integrated analysis of KEGG molecular interactions with gene expression changes at different time points and identified a subnetwork of 50 gene nodes based on their expression importance over time. The cascade of subnetwork activation is visualised through the course of the disease process, where fold change over time and differential significance of individual genes is indicated by color and size respectively of individual gene nodes.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

*2020-10-12*

# Chapter 1 Overview

In this website, we provide information including inputs (such as List of differentially expressed genes), outputs (such as Grouped genes, Enriched pathways, Gene nodes in the subnetwork and Edges in the subnetwork), functions (such as R function CombAttack) and many others necessary to perform Pathway analysis, Subnetwork analysis and Combinatorial attack analysis. In particular, we introduce a new metric `attackness` to quantify the tolerance of the network to individual node removal, defined as the fraction of network nodes disconnected from the giant component after node removal. The attackness ranges from 0 to 1, with the higher value indicating the more vulnerable (critical) node for the network. Similarly, we introduce a new concept `combinatorial attack` to maximise the attackness for nodes in a specific combination removed, for example, identifying the optimal combination involving any two nodes. Please email us for greater details and for the use analysing your own datasets.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 3 List of differentially expressed genes | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

# Chapter 3 List of differentially expressed genes

Differentially expressed (DE) genes per time point (see the column `time`; D10 for day 10, D15 for day 15 and D21 for day 21) are identified based on FDR < 0.01 (see the column `FDR`) and at least two-fold changes (see the column `logFC`). Also refer to the column `group` indicating time-specific differential genes (either up-regulated `Up`, down-regulated `Down` or no change `None`). 

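In the calls of edgeR's quasi-likelihood test, 97.0% of the genes induced at D21 were also induced at D15. Of the genes repressed at D21, 28.8% were also repressed at D15. No gene was induced at 1 of these time points and repressed at the other.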

Please download from DE\_genes.txt.gz or explore below.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

7.2 Subnetwork visualisation | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

## 7.2 Subnetwork visualisation

In the context of the whole/parent network (`ig`), visualise the gene subnetwork (`subg`), with 50 gene nodes labelled by gene symbols and 75 connections between nodes (network edges).

```
library(XGR)

## "ig" (the parent network) marked by the "subg" (the subnetwork)
ig_marked <- xMarkNet(ig, subg)

## the object "ig_marked" appended with two node attributes "xcoord" and "ycoord"
ig_marked %>% xLayout("graphlayouts.layout_with_stress") -> ig_marked

## the object "ig_marked" appended with two edge attributes
## "color" for edge coloring and "color.alpha" for edge color transparency
E(ig_marked)$color <- ifelse(E(ig_marked)$mark==0, "grey90", "cyan4")
E(ig_marked)$color.alpha <- ifelse(E(ig_marked)$mark==0, 0.1, 0.3)
V(ig_marked)$label <- ifelse(V(ig_marked)$highlight==0, '', V(ig_marked)$name)

## visualise the parent network highlighted by the subnetwork
## nodes placed by coordinates
## nodes colored differently, thus, being highlighted
## edges colored differently, thus, being highlighted
gg_marked <- ig_marked %>% xGGnetwork(node.label='label', node.label.size=2.5, node.label.color='darkblue', node.label.alpha=0.8, node.label.padding=0.1, node.label.arrow=0, node.label.force=0.01, , node.xcoord="xcoord", node.ycoord="ycoord", node.color="highlight", colormap="grey60-cyan4", node.color.alpha=0.4, node.size='highlight', node.size.range=c(0.5,2), edge.color="color", edge.color.alpha="color.alpha",edge.curve=0,edge.arrow.gap=0.01) + guides(color="none", size="none")
gg_marked
```

Gene subnetwork illustrated at 3 different time-points with the same layout as shown above. Nodes at each time point are coloured by log2(fold change) and sized by -log10(FDR) as indicated in the scale.

```
library(XGR)

## the object "subg" (subnetwork) appended with two node attributes "xcoord" and "ycoord"
ind <- match(V(subg)$name, V(ig_marked)$name)
V(subg)$xcoord <- V(ig_marked)$xcoord[ind]
V(subg)$ycoord <- V(ig_marked)$ycoord[ind]

## do visualisation
ls_subg <- lapply(seq(ncol(mat_FC)), function(j){
    g_tmp <- subg
    ind <- match(V(g_tmp)$name, rownames(mat_FC))
    V(g_tmp)$logFC <- mat_FC[ind,j]
    ind <- match(V(g_tmp)$name, rownames(mat_FDR))
    V(g_tmp)$logFDR <- -log10(mat_FDR[ind,j])
    g_tmp
})
names(ls_subg) <- colnames(mat_FC)
gg_timepoints <- xGGnetwork(ls_subg, node.label='', node.label.size=2.5, node.label.color='darkblue', node.label.alpha=0.8, node.label.padding=0.1, node.label.arrow=0, node.label.force=0.05, node.shape=19, node.xcoord='xcoord', node.ycoord='ycoord', node.color='logFC', node.color.title=expression(log[2]("FC")), colormap=c("darkblue-lightyellow-darkred",'jet.top','lightyellow-orange-darkred',"brewer.YlOrRd","ggplot2")[1], ncolors=64, zlim=c(-4,4), node.size='logFDR', node.size.title=expression(-log[10]("FDR")), node.size.range=c(0,2), slim=c(0,20), edge.color="cyan4",edge.color.alpha=0.2,edge.curve=0,edge.arrow.gap=0, title='', ncolumns=3)
gg_timepoints
```

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

8.2 Individual nodes | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

## 8.2 Individual nodes

Here we illustrate how to calculate attackness for each node in the 50-gene subnetwork (see `subg` above). Independent of previous steps, this subnetwork (`subg`) can be also imported from subnetwork\_node\_info.txt and subnetwork\_edge\_info.txt; see below.

```
library(tidyverse)
library(igraph)
RData.location <- "http://galahad.well.ox.ac.uk/Myocarditis"
```

```
## ig: 50-gene subnetwork
df_nodes <- str_c(RData.location, '/subnetwork_node_info.txt') %>% read_delim(delim="\t") %>% select(name, description)
df_edges <- str_c(RData.location, '/subnetwork_edge_info.txt') %>% read_delim(delim="\t")
subg <- igraph::graph_from_data_frame(d=df_edges, directed=F, vertices=df_nodes)

## attackness for each node
df_nodes %>% pull(name) %>% utils::combn(1,simplify=F) -> combine
attackness <- CombAttack(subg, combine)

## append 'attackness' to df_nodes
df_nodes %>% inner_join(attackness %>% transmute(name=nodes.removed, attackness=frac.disconnected), by='name') %>% arrange(desc(attackness)) -> df_nodes
```

The results are stored in a tibble called `df_nodes`, a data frame with three columns `name`, `description` and `attackness` (sorted in a descending order).

```
df_nodes
## # A tibble: 50 x 3
##    name     description                                               attackness
##    <chr>    <chr>                                                          <dbl>
##  1 Traf2    TNF receptor-associated factor 2                                0.5 
##  2 Nfkb1    nuclear factor of kappa light polypeptide gene enhancer …       0.42
##  3 Ccl5     chemokine (C-C motif) ligand 5                                  0.18
##  4 Rac1     Rac family small GTPase 1                                       0.14
##  5 Vav1     vav 1 oncogene                                                  0.06
##  6 Vcam1    vascular cell adhesion molecule 1                               0.06
##  7 Ncf1     neutrophil cytosolic factor 1                                   0.04
##  8 Tnfrsf1b tumor necrosis factor receptor superfamily, member 1b           0.04
##  9 Lck      lymphocyte protein tyrosine kinase                              0.04
## 10 Gsdmd    gasdermin D                                                     0.04
## # … with 40 more rows
```

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 7 Subnetwork analysis | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

# Chapter 7 Subnetwork analysis

We perform an integrated analysis of KEGG molecular interactions with gene expression changes at different time points and identified a subnetwork of 50 gene nodes based on their expression importance over time. The cascade of subnetwork activation is visualised through the course of the disease process, where fold change over time and differential significance of individual genes is indicated by color and size respectively of individual gene nodes. For details, please refer to our paper.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

4.3 Interacting edges | Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** Differential genes
  - **2.1** QC and differential analysis
  - **2.2** List of differential genes
  - **2.3** Gene groupings
- **3** Pathway enrichment analysis
  - **3.1** Enrichment analysis
  - **3.2** Enriched pathways
- **4** Gene subnetwork analysis
  - **4.1** Network analysis
  - **4.2** Gene nodes
  - **4.3** Interacting edges
  - **4.4** Network visualisation
- **5** Combinatorial attack
  - **5.1** R function CombAttack
  - **5.2** Individual nodes
  - **5.3** Two-node combination
- **6** Session Info

# Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

## 4.3 Interacting edges

Available at subnetwork\_edge\_info.txt or below.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 2 Differential genes | Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** Differential genes
  - **2.1** QC and differential analysis
  - **2.2** List of differential genes
  - **2.3** Gene groupings
- **3** Pathway enrichment analysis
  - **3.1** Enrichment analysis
  - **3.2** Enriched pathways
- **4** Gene subnetwork analysis
  - **4.1** Network analysis
  - **4.2** Gene nodes
  - **4.3** Interacting edges
  - **4.4** Network visualisation
- **5** Combinatorial attack
  - **5.1** R function CombAttack
  - **5.2** Individual nodes
  - **5.3** Two-node combination
- **6** Session Info

# Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

# Chapter 2 Differential genes

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

7.4 Edges in the subnetwork | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

## 7.4 Edges in the subnetwork

Available at subnetwork\_edge\_info.txt or below.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

8.3 Two-node combination | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

## 8.3 Two-node combination

As an exemplar for combinatorial attack, we here remove any two nodes in combination, and assess the effect of such removal on the fraction of network nodes disconnected from the giant component.

```
df_nodes %>% arrange(-attackness) %>% pull(name) %>% utils::combn(2, simplify=F) -> combine
df_combine <- CombAttack(subg, combine) %>% transmute(nodes.removed=nodes.removed, attackness=frac.disconnected) %>% arrange(-attackness)
```

The results are stored in a tibble called `df_combine`, a data frame with two columns `nodes.removed` (removed nodes in combination) and `attackness` (sorted in a descending order).

```
df_combine
## # A tibble: 1,225 x 2
##    nodes.removed attackness
##    <chr>              <dbl>
##  1 Rac1,Traf2          0.56
##  2 Vav1,Traf2          0.56
##  3 Pik3cd,Traf2        0.56
##  4 Rac1,Nfkb1          0.56
##  5 Ncf1,Traf2          0.54
##  6 Traf2,Lck           0.54
##  7 Traf2,Cyba          0.54
##  8 Fgr,Traf2           0.52
##  9 Hck,Traf2           0.52
## 10 Prkcd,Traf2         0.52
## # … with 1,215 more rows
```

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 9 Session Info | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** QC and differential analysis
- **3** List of differential genes
- **4** Getting ready
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** Session Info
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

# Chapter 9 Session Info

Table 9.1: Session info about R, the OS, and attached/loaded packages

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

4.4 Network visualisation | Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** Differential genes
  - **2.1** QC and differential analysis
  - **2.2** List of differential genes
  - **2.3** Gene groupings
- **3** Pathway enrichment analysis
  - **3.1** Enrichment analysis
  - **3.2** Enriched pathways
- **4** Gene subnetwork analysis
  - **4.1** Network analysis
  - **4.2** Gene nodes
  - **4.3** Interacting edges
  - **4.4** Network visualisation
- **5** Combinatorial attack
  - **5.1** R function CombAttack
  - **5.2** Individual nodes
  - **5.3** Two-node combination
- **6** Session Info

# Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

## 4.4 Network visualisation

In the context of the whole/parent network (`ig`), visualise the gene subnetwork (`subg`), with 50 gene nodes labelled by gene symbols and 75 connections between nodes (network edges).

```
library(XGR)

## "ig" (the parent network) marked by the "subg" (the subnetwork)
ig_marked <- xMarkNet(ig, subg)

## the object "ig_marked" appended with two node attributes "xcoord" and "ycoord"
ig_marked %>% xLayout("graphlayouts.layout_with_stress") -> ig_marked

## the object "ig_marked" appended with two edge attributes
## "color" for edge coloring and "color.alpha" for edge color transparency
E(ig_marked)$color <- ifelse(E(ig_marked)$mark==0, "grey90", "cyan4")
E(ig_marked)$color.alpha <- ifelse(E(ig_marked)$mark==0, 0.1, 0.3)
V(ig_marked)$label <- ifelse(V(ig_marked)$highlight==0, '', V(ig_marked)$name)

## visualise the parent network highlighted by the subnetwork
## nodes placed by coordinates
## nodes colored differently, thus, being highlighted
## edges colored differently, thus, being highlighted
gg_marked <- ig_marked %>% xGGnetwork(node.label='label', node.label.size=2.5, node.label.color='darkblue', node.label.alpha=0.8, node.label.padding=0.1, node.label.arrow=0, node.label.force=0.01, , node.xcoord="xcoord", node.ycoord="ycoord", node.color="highlight", colormap="grey60-cyan4", node.color.alpha=0.4, node.size='highlight', node.size.range=c(0.5,2), edge.color="color", edge.color.alpha="color.alpha",edge.curve=0,edge.arrow.gap=0.01) + guides(color="none", size="none")
gg_marked
```

Gene subnetwork illustrated at 3 different time-points with the same layout as shown above. Nodes at each time point are coloured by log2(fold change) and sized by -log10(FDR) as indicated in the scale.

```
library(XGR)

## the object "subg" (subnetwork) appended with two node attributes "xcoord" and "ycoord"
ind <- match(V(subg)$name, V(ig_marked)$name)
V(subg)$xcoord <- V(ig_marked)$xcoord[ind]
V(subg)$ycoord <- V(ig_marked)$ycoord[ind]

## do visualisation
ls_subg <- lapply(seq(ncol(mat_FC)), function(j){
    g_tmp <- subg
    ind <- match(V(g_tmp)$name, rownames(mat_FC))
    V(g_tmp)$logFC <- mat_FC[ind,j]
    ind <- match(V(g_tmp)$name, rownames(mat_FDR))
    V(g_tmp)$logFDR <- -log10(mat_FDR[ind,j])
    g_tmp
})
names(ls_subg) <- colnames(mat_FC)
gg_timepoints <- xGGnetwork(ls_subg, node.label='', node.label.size=2.5, node.label.color='darkblue', node.label.alpha=0.8, node.label.padding=0.1, node.label.arrow=0, node.label.force=0.05, node.shape=19, node.xcoord='xcoord', node.ycoord='ycoord', node.color='logFC', node.color.title=expression(log[2]("FC")), colormap=c("darkblue-lightyellow-darkred",'jet.top','lightyellow-orange-darkred',"brewer.YlOrRd","ggplot2")[1], ncolors=64, zlim=c(-4,4), node.size='logFDR', node.size.title=expression(-log[10]("FDR")), node.size.range=c(0,2), slim=c(0,20), edge.color="cyan4",edge.color.alpha=0.2,edge.curve=0,edge.arrow.gap=0, title='', ncolumns=3)
gg_timepoints
```

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 2 RNAseq analysis (quality control and differential analysis) | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** RNAseq analysis (quality control and differential analysis)
- **3** List of differentially expressed genes
- **4** R packages required
- **5** Gene groupings
  - **5.1** R function Upset
  - **5.2** Group visualisation
  - **5.3** Grouped genes
  - **5.4** Heatmap visualisation
- **6** Pathway analysis
  - **6.1** Enrichment analysis
  - **6.2** Enriched pathways
- **7** Subnetwork analysis
  - **7.1** Subnetwork identification
  - **7.2** Subnetwork visualisation
  - **7.3** Gene nodes in the subnetwork
  - **7.4** Edges in the subnetwork
- **8** Combinatorial attack analysis
  - **8.1** R function CombAttack
  - **8.2** Individual nodes
  - **8.3** Two-node combination
- **9** R session information
- **10** Flow cytometry data

# Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

# Chapter 2 RNAseq analysis (quality control and differential analysis)

Instructions on performing QC and differential analysis can be downloaded here.

```
README.txt
P180748_P180481_secondary_QC.pdf
RNA_QC.R
analysis_performed.R
edgeR_analysis.R
```

A zip folder containing the working RNAseq analysis scripts with metadata, and example analysis of the D21 myocarditis vs D21control analysis can be found at here

Information above is provided from Bioinformatics Core at Wellcome Centre for Human Genetics, University of Oxford; please contain Helen for details.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 4 Gene subnetwork | Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

- Myocarditis
- **1** Overview
- **2** Differential genes
  - **2.1** QC and differential analysis
  - **2.2** List of differential genes
  - **2.3** Gene groupings
- **3** Pathway enrichment analysis
  - **3.1** Enrichment analysis
  - **3.2** Enriched pathways
- **4** Gene subnetwork
  - **4.1** Gene nodes
  - **4.2** Interacting edges
- **5** Combinatorial attack
  - **5.1** R function CombAttack
  - **5.2** Individual nodes
  - **5.3** Two-node combination
- **6** Session Info

# Combinatorial attack on a gene subnetwork during experimental autoimmune myocarditis

# Chapter 4 Gene subnetwork

We perform an integrated analysis of KEGG molecular interactions with gene expression changes at different time points and identified a subnetwork of 50 gene nodes based on their expression importance over time. The cascade of subnetwork activation is visualised through the course of the disease process, where fold change over time and differential significance of individual genes is indicated by color and size respectively of individual gene nodes. For details, please refer to our paper.

# Supplementary material for: Transcriptomic Analysis of Inflammatory Cardiomyopathy Identifies Molecular Signatures of Disease and Informs in silico Prediction of a Network-Based Rationale for Therapy
**Source:** Front Immunol. 2021 Mar 5;12:640837. doi: 10.3389/fimmu.2021.640837
**Supplement:** Supplementary file 2

Chapter 4 R packages required | Identification of and combinatorial attack on a gene subnetwork active during experimental autoimmune myocarditis

How the deposited data were processed for this re-analysis (not part of the article)

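RNA from a portion of each of 24 hearts of male BALB/c mice was sequenced, from 4 EAM and 4 control mice at each of D10, D15 and D21. The authors aligned the read pairs to GRCm38 with HISAT2, removed duplicates with Picard, and deposited the counts per Ensembl gene from featureCounts without normalization. The counts of each sample and the table of all samples were checked against each other and differed in 0 cells. Each library was assigned to its group and replicate number from the sample labels.

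Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tabulated and plotted in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. For each time point, genes with at least 10 reads in at least 4 of its 8 samples were kept, TMM normalization was applied, and EAM and control hearts were compared with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg FDR under 0.01 and at least a 2-fold change were called. The calls of the 3 time points were combined into the 7 groups of the paper. Differences of the EAM effect between time points were tested as contrasts in a fit of all 24 samples with the same limits. Control hearts were also compared between time points. Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast, a threshold of 0.05 and at least 5 tested genes. A score of a list in a heart is the mean of log2(CPM + 1) over its genes.

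The samples, the tests, the gene lists, the genes to name and most alternatives were chosen before the data were examined. Genes named are those in the paper's text, 8 genes printed in its supplement, Ptprc, and for each time point and comparison of controls the 5 largest fitted log2 fold changes in each direction among called genes with a mean of at least 1 CPM and no overlap between the groups. Some of the genes in the paper's text are not reported here. The alternatives were other tests, limits, normalizations, filters, sets of control hearts, a block for the replicate number, and leaving out each library in turn. Those added after the data were seen are an earlier form of the quasi-likelihood test, other tests on all 24 samples, the likelihood ratio test at D10 with each library left out, and leaving out each library for lists of other cell types and for shares of genes at least 2-fold higher.

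The labels do not say what a replicate number marks. At D21 the deviations of EAM and control hearts of the same number from their group means correlated in all 4 pairs over 0.1 (between 0.102 and 0.312), as in 1 of 24 ways of pairing them. At D10 this held for 2 of 4 pairs and at D15 for 0 of 4. The numbers were therefore taken as pairs at D21 only, on this correlation alone, a choice made after the data were seen. The tests keep the hearts unpaired, and the value with the number as a block is given beside a D21 result where it changes the call.

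A count of 3, the limit that a count of 0 allows, is between 0.120 and 0.190 CPM in the single libraries. Such floors and the counting intervals of ratios cover counting error only, and reads are not independent molecules. The analysis was tested on simulated data, in which changed genes were recovered as stated beside the methods. A simulated test of the difference between D15 and D10 recovered 79.5% of 200 genes with a 4-fold change.

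The genes of the KEGG pathways and the edges of the interaction network were not used here, and pathway enrichment and the effect of removing nodes were not recomputed. Flow cytometry and troponin values were not analysed here.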

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

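The tests of explanations in this part were chosen after the results were seen, apart from the counts of genes and lists in other splits of the samples.

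In 12 of 174 comparisons of a measure within a group of 4, 1 heart lay far from the other 3, where chance gives 1 in 20, or 8.7. The scores concerned were 2.201 for interleukins in D15 control replicate 3, 3.253 for the TNF superfamilies in D15 EAM replicate 3, 3.886 for complement genes in D10 control replicate 4 and 1.498 for killer cell lectin-like receptors in D15 EAM replicate 2. They were 3.047 for white adipocytes in D15 control replicate 4, 5.386 for brown adipocytes in D21 control replicate 2 and 4.896 for atrial cardiomyocytes in D15 control replicate 4. For D10 EAM replicate 1 they were 2.065 for the thymus list and 1.831 for nerve and Schwann cells. The rest were 2.143 for erythroid cells in D15 EAM replicate 1, 3.132 for cartilage and valve in D15 control replicate 3 and 3.522 for immediate early genes in D10 control replicate 3. In 7 of the 12, where chance gives 6, the library had the highest or lowest total count of its group, which argues against library size as the cause of all. Less atrial tissue in D15 control replicate 4 may explain its atrial score, since 94.4% of the genes higher in D21 than in D10 control hearts were lowest in this library of its 4, where chance gives 25%. For the other libraries no explanation was tested.

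The thymus list and the leucocyte transcripts set D10 EAM replicate 1 apart. A heart of D15 or D21 labelled D10 is argued against, because a score of 10 genes that mark the D10 control hearts was higher by 0.742 than in any later EAM heart. Blood left in the heart is argued against by the erythroid markers, whose score exceeded that of the next D10 heart by a difference that corresponds to 1.245-fold, while Ptprc was at 195 CPM against 55.7 CPM in the next D10 heart. Lymph node tissue is argued against by a B cell score -0.0269 from that of the highest other D10 heart, and thymus tissue by 4 reads of Rag1, Rag2, Dntt and Ptcra together, beside 4381 of Ptprc. RNA of a D15 EAM heart mixed in cannot be told apart: a share of 65.7% would give the Ptprc level, and the D10 score was 3.51 against 3.03 in such a mixture, a difference of 0.486 with an SD of 0.430 among controls. The limit of 2 SD used for this replaced 1 SD after the value was seen, which turned an exclusion into an open question, and the limit for a mislabelled heart was also changed then, without effect on its outcome. Earlier disease in this heart may explain it, since 92.3% of the genes induced at D15 lay above all D10 controls. RNA of a D15 EAM heart mixed in would raise this share as well, so it does not favour earlier disease. The paper reports neither raised CD45 cells nor raised cardiac troponin I in any D10 EAM mouse, which speaks against earlier disease. The biological explanation is a hypothesis and the mixture stays open.

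The EAM effect differed between time points. It was higher at D15 than at D10 for 878 genes and lower for 1199, and higher at D21 than at D15 for 447 and lower for 150, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For gene lists, 10 were higher at D15 than at D10 and 7 lower at D21 than at D15. Of 100 splits only the real 1 gave as many genes for each difference, and the highest of the others were 1149 against 2077 and 234 against 597. With the D21 hearts taken as unpaired, chance is therefore excluded for the genes. All 10 lists tested passed between D15 and D10, so that their number, reached in 10 of 100 splits, cannot show more. The mean over the lists of the absolute median change, 1.95 (log2), was reached by the real split only, 1 of 100, so chance is excluded there. For D21 against D15 the number of lists was reached in 54 and their mean absolute change (0.78) in 15 of 100 splits. These splits drew the days anew among the hearts of all time points, so D10 hearts entered the D15 and D21 groups. The difference of D10 from D15 thus enters the comparison, and the splits cannot decide whether chance explains the fall of the lists. D10 EAM replicate 1 alone is argued against, since 3740 genes differed between D15 and D10 without it, and D21 EAM replicate 3 alone is argued against by 241 genes between D21 and D15 without it. Unequal atrial tissue is argued against as the cause for most of the genes lower at D15 than at D10, of which 6.70% followed the atrial markers within groups, against 4.12% of other genes. Their median correlation of 0.154 was nevertheless above that of all 10000 random lists, so for a part of them it cannot be told apart from an effect of the disease. It is also argued against for those higher at D21 than at D15, of which 0.895% went against these markers (correlation under -0.5), as less atrial tissue at D21 would require, against 2.01% of other genes. For those lower at D21 than at D15 (28.8%) it cannot be told apart. A lower share of cardiomyocytes alone is argued against at D15, where the median log2 fold change of fibroblast markers exceeded that of endothelial markers by 4.17. For D21 against D15 the library batch cannot be told apart from EAM, as 0 libraries of that batch come from another group. The disease course over the time points stays open as the biological explanation.

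Leaving out 1 library changed these counts by more than 1.5 times in many cases. The 878 became 512 and 568 without D10 control replicate 1 and 2, 1999, 488, 513 and 486 without D10 EAM replicate 1, 2, 3 and 4, 559 without D15 control replicate 2, and 546 and 583 without D15 EAM replicate 2 and 4. The 1199 became 766 without D10 EAM replicate 2, and 619 and 722 without D15 EAM replicate 2 and 4. The 447 became 259 and 271 without D15 control replicate 2 and 4, 264, 210, 944 and 205 without D15 EAM replicate 1, 2, 3 and 4, 258 and 217 without D21 control replicate 1 and 3, and 163, 160 and 1119 without D21 EAM replicate 2, 3 and 4. The 150 became 258 without D10 EAM replicate 1, 91 and 99 without D15 control replicate 2 and 4, 82 without D15 EAM replicate 4, 99 and 86 without D21 control replicate 1 and 3, and 77, 81 and 446 without D21 EAM replicate 2, 3 and 4.

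Control hearts, which the paper does not compare between time points, differed in 159 genes between D21 and D10 by edgeR's quasi-likelihood test, and 1 of 35 splits, the real one, gave as many. The count became 70 and 91 without D10 control replicate 2 and 3, and 70, 78 and 55 without D21 control replicate 1, 2 and 3. Of these genes 115 were higher at D21, Bmp10, Uts2b, Mlana, Tmem163 and Lrrn4 among them, and 44 lower, Gp9, Treml1, Ppbp, Tubb1 and F5 among them. Unequal atrial tissue may explain those higher, whose median correlation with the atrial markers within the other 4 groups was 0.752 across 16 libraries. More blood in the D10 control hearts cannot be told apart for those lower: the erythroid score differed by 0.555 (two-sided exact permutation test, p = 0.114).

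The atrial markers had a median log2 fold change of -4.75 at D21 and the white adipocyte markers of -3.65. Without control replicate 1, 2, 3 or 4 of D21 the atrial value was -2.93, -2.76, -2.76 and -2.98, and without D21 EAM replicate 2 the adipocyte value was -5.90. Less atrial tissue in the D21 EAM hearts may explain the atrial transcripts, since the genes repressed at D21 had a median correlation of 0.576 with the atrial markers within the D10 and D15 groups, and 57.6% of 170 had one over 0.5 against 3.74% of other genes. The level of inflammation is argued against, as the highest atrial score at D21 in EAM lay -1.87 from the lowest at D15. The library batch, with 0 D21 EAM libraries of the other code, and a late effect of the disease, with 0 of these libraries inside the range of the other 20, cannot be told apart from it. No explanation was tested for the adipocyte markers.

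The D21 EAM libraries carry a code of their own. The library batch alone is argued against for the genes induced at D21, of which 97.0% were also induced at D15, where all libraries share 1 code, against 12.6% of the other genes tested at D21. For the repressed genes, of which 28.8% were also repressed at D15 against 13.0% of the others, it cannot be told apart, since most of them were called at D21 only. A share of the batch in the size of the changes stays open.

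Xist was at 160.5 CPM in D21 EAM replicate 3 and at most at 0.562 CPM in the other 23 hearts. A female mouse is argued against by 136.6 CPM of the Y-linked Ddx3y, and RNA of a female mouse mixed in by a ratio of 1.12 of 4 Y-linked genes to the other D21 EAM hearts, where such a mixture allows at most 0.563. A second X chromosome in a male mouse is a candidate explanation, as the X-linked partners of these genes had a median ratio of 1.44, between 1.25 and 1.69. The median log2 difference of 557 other X-linked genes was -0.05 and that of autosomal genes -0.03.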

How the results depend on the processing

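The alternatives that use other tests on all 24 samples, the earlier form of the quasi-likelihood test, the likelihood ratio test with D10 libraries left out, and the tests of the size of list changes and of the subnetwork peak were chosen after the data were seen.

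No value of a named gene or gene list past its threshold changed its direction under any alternative run. Of 4599 values of named genes under alternatives other than leaving out a library, 4264 kept their side of the threshold, 87 fell short of it and 248 passed it, and of 432 values of gene lists 375 kept it. With 1 library left out, 1538 of 1812 values of named genes and 689 of 700 of gene lists did. The 26 subnetwork genes induced at D15 were between 25 and 28 under all alternatives, and all 28 had their largest fold change at D15 under the 10 alternatives run for this and with each library left out. Normalization by total counts shifted the median log2 fold change of all genes at D15 by 0.150 and the share induced among called genes from 58.4% to 67.3%. Upper-quartile normalization moved this share to 52.3%, with a shift of the median by -0.0938. No scaling but total counts shifted a median by over 0.1.

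The following counts moved by more than 1.5 times, and the cause was not tested. With all 24 samples in 1 fit, the numbers of genes were 1305 induced at D21, 416 repressed at D21, 1254 in MPi, 203 in MPr, 51 in LTi, 213 in LTr. With the edgeR likelihood ratio test, the numbers of genes were 45 induced at D10, 2 repressed at D10, 1356 induced at D21, 412 repressed at D21, 8 in EPi, 1294 in MPi, 194 in MPr, 54 in LTi, 194 in LTr, 1 of the subnetwork induced at D10, 251 with a lower effect at D21 than D15, 169 between D15 and D10 controls, 299 between D21 and D10 controls. With the edgeR exact test, the numbers of genes were 40 induced at D10, 2 repressed at D10, 1343 induced at D21, 404 repressed at D21, 4 in EPi, 1287 in MPi, 192 in MPr, 52 in LTi. With DESeq2, the numbers of genes were 48 induced at D10, 4 repressed at D10, 1364 induced at D21, 369 repressed at D21, 10 in EPi, 1303 in MPi, 179 in MPr, 51 in LTi, 1 of the subnetwork induced at D10, 251 with a lower effect at D21 than D15, 123 between D15 and D10 controls, 254 between D21 and D10 controls. With limma-voom, the numbers of genes were 80 induced at D21, 71 in MPi, 9 in LTi, 0 of the subnetwork induced at D21. With a test against a fold change of 2, the numbers of genes were 490 repressed at D15, 2 induced at D21, 13 repressed at D21, 2 in MPi, 0 in MPr, 490 in MTr, 0 in LTi, 13 in LTr, 0 of the subnetwork induced at D21. At an FDR of 0.05 with 2-fold, the numbers of genes were 1420 induced at D21, 438 repressed at D21, 1359 in MPi, 222 in MPr, 61 in LTi, 215 in LTr, 1599 with a higher effect at D15 than D10, 844 with a higher effect at D21 than D15, 432 with a lower effect at D21 than D15, 74 between D15 and D10 controls, 298 between D21 and D10 controls. With no fold-change limit, the numbers of genes were 5212 induced at D15, 4888 repressed at D15, 473 repressed at D21, 245 in MPr, 4534 in MTi, 4641 in MTr, 45 in LTi, 222 in LTr. With all 12 control hearts, the numbers of genes were 632 induced at D10, 49 repressed at D10, 1580 induced at D21, 353 repressed at D21, 583 in EPi, 951 in MPi, 216 in MPr, 1253 in MTi, 46 in LTi, 23 of the subnetwork induced at D10. With the replicate number as a block, the numbers of genes were 1 induced at D10, 10 in LTi, 21 between D15 and D10 controls, 66 between D21 and D10 controls. With total counts only, the numbers of genes were 243 with a higher effect at D21 than D15, 229 with a lower effect at D21 than D15. With no low-count filter, the numbers of genes were 60 between D15 and D10 controls.

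Among the alternatives added later, with all 24 samples in 1 fit, edgeR likelihood ratio test, the numbers of genes were 55 induced at D10, 1 repressed at D10, 1396 induced at D21, 482 repressed at D21, 38 in EPi, 1301 in MPi, 251 in MPr, 1441 in MTi, 57 in LTi, 222 in LTr, 2 of the subnetwork induced at D10. With all 24 samples in 1 fit, DESeq2, the numbers of genes were 95 induced at D10, 1 repressed at D10, 1420 induced at D21, 453 repressed at D21, 73 in EPi, 1289 in MPi, 235 in MPr, 1477 in MTi, 58 in LTi, 206 in LTr, 5 of the subnetwork induced at D10. With all 24 samples in 1 fit, limma-voom, the numbers of genes were 1084 induced at D21, 553 repressed at D21, 1033 in MPi, 334 in MPr, 51 in LTi, 219 in LTr. The earlier form of the quasi-likelihood test gave the values of the main one, on 8 samples and on all 24.

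With 1 library left out, the counts of the quasi-likelihood test ranged from 0 to 113 in LTi, from 0 to 1477 induced at D21, from 0 to 529 repressed at D21, from 0 to 1392 in MPi, from 0 to 288 in MPr, from 0 to 241 in LTr, from 0 to 25 of the subnetwork induced at D21, from 1446 to 2838 in MTi, from 486 to 1999 with a higher effect at D15 than D10, from 77 to 446 with a lower effect at D21 than D15, from 619 to 1741 with a lower effect at D15 than D10, from 160 to 1119 with a higher effect at D21 than D15, from 0 to 61 between D15 and D10 controls, from 55 to 145 between D21 and D10 controls. Genes induced at D21 were 0 without any 1 of the D21 control hearts, and 4, 8, 1477 and 298 without D21 EAM replicate 1, 2, 3 and 4. With an EAM heart left out, the filter still asked for 10 reads in 4 hearts. Genes read only in EAM hearts then went untested, which also moves these counts and those of the groups, LTi among them. By the quasi-likelihood test, 0 genes were called at D10 and 0 were in EPi whichever library was left out, and with the likelihood ratio test without 1 library of D10 there were from 18 to 180 induced at D10, from 1 to 26 repressed at D10, from 0 to 126 in EPi, from 0 to 10 of the subnetwork induced at D10. With the likelihood ratio test at D10, genes induced were 27, 20, 21, 18 without control replicates 1 to 4 and 40, 180, 49, 147 without EAM replicates 1 to 4, and those in EPi 1, 0, 1, 0 and 11, 126, 4, 100.

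Of the gene lists, fry called 0 at D10 and 0 lower at D21 than at D15. Camera with an estimated correlation called 0 at D10, 5 at D15, 0 at D21, 0 for D15 against D10 and 0 for D21 against D15. Other splits of the samples into groups of the same sizes gave as many called genes in 1 of 35 at D15 and at D21. This was the real split itself, so chance is excluded at D15. At D21 the real split is also that of the library batch. Of the 35 splits at D21, 8 part all 4 pairs. The real one is among these, and the other 7 called 0 genes, as did the 27 that part fewer. With the numbers taken as pairs the smallest possible share is 1 of 8, too coarse to exclude chance at D21. Where the count is 0, as at D10 (35 of 35, for the subnetwork too), in EPi (100 of 100) and between control hearts of D15 and D10 or D21 and D15 (35 of 35), every split reaches it and the splits say nothing on chance. The numbers of lists called, reached in 15, 16 and 7 of 35 splits at D10, D15 and D21, lie within 1 of their maximum and say little either. The mean over the lists of the absolute median log2 fold change was 0.85 at D10, 3.16 at D15 and 2.09 at D21. Only the real split, 1 of 35, reached it at each time point. Chance is therefore excluded for the lists by this measure at D10 and D15, though fry called 0 at D10. At D21 it is not, since only 8 splits part all pairs. The highest of the other splits had 0.85 (0.8483 against 0.8537) at D10, 1.43 at D15 and 1.75 at D21, so the margin at D10 is narrow. Of 100 splits, 1 gave as many MPi, 1 MPr, 3 MTi, 5 MTr, 2 LTi and 2 LTr genes, the real split included. With the D21 hearts taken as unpaired, chance is therefore excluded for MPi, MPr, MTi, LTi and LTr. For MTr these splits cannot decide. They can draw the real D15 split again beside another D21 split, which reaches the MTr count in either direction. For the subnetwork, as many induced genes were seen in 1 of 35 splits at D15 and at D21, as many genes with their largest fold change at D15 in 12 of 100, and as large a median excess of the D15 change (1.17) in 2 of 100. The paper chose these genes on the same samples, so these splits do not exclude chance.

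With the replicate number as a block, tried for all time points, 601 genes were induced at D21, 500 of them among the 630, and 137 repressed, 117 of them among the 177. Beside the calls given at their claims it changed that of Cyba at D21 (adjusted p = 0.0108 by edgeR), and no other call at D21 of a gene or list reported here. At D10 and D15 the numbers were not taken as pairs: there the correlations were between -0.106 and 0.408.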

Differences from the paper's values

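The likelihood ratio test with D10 libraries left out and the other tests on all 24 samples were chosen after the data were seen.

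The early-persistent induced group held 0 genes here by edgeR's quasi-likelihood test, with 2292 genes at an unadjusted p under 0.05 at D10, and the paper's supplement gives 127. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. They gave 8 genes with the edgeR likelihood ratio test, 4 with the edgeR exact test, 10 with DESeq2, 583 with all 12 control hearts, and 0 with the others. The likelihood ratio test without D10 EAM replicate 2, which was chosen after seeing the values, gave 126 genes and dropped 2 of the 8 early-persistent genes that the supplement names in full. Without D10 EAM replicate 4 the same test gave 100, with 6 of the 8 called.

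The MPi group held 611 genes here and about 1100 in the paper's Figure 1A, read by eye. Within 1.5 times of it were all 24 samples in 1 fit (1254), the edgeR likelihood ratio test (1294), the edgeR exact test (1287), DESeq2 (1303), an FDR of 0.05 (1359), no low-count filter (858), all 12 control hearts (951) and leaving out D21 EAM replicate 3 (1392), and the others set before the data were examined were not. The MPr group held 51 genes here and about 210 in the same figure. All 24 samples in 1 fit (203), the likelihood ratio test (194), the exact test (192), DESeq2 (179), an FDR of 0.05 (222), no fold-change limit (245), all 12 control hearts (216) and leaving out D21 EAM replicate 3 (288) were within 1.5 times of the paper's value, and the others set before the data were examined were not. The MTi group held 2227 genes here and about 1100 in the paper's figure. Within 1.5 times were all 24 samples in 1 fit (1507), the likelihood ratio test (1591), the exact test (1595), DESeq2 (1523), an FDR of 0.05 (1553), all 12 control hearts (1253) and leaving out D21 EAM replicate 3 (1446), and none of the others set before the data were examined. The LTi group held 19 genes here and about 38 in the paper's figure. All 24 samples in 1 fit (51), the likelihood ratio test (54), the exact test (52), DESeq2 (51), no fold-change limit (45) and all 12 control hearts (46) were within 1.5 times, and the others set before the data were examined were not.

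The paper states that genes and pathways are induced at D10. By edgeR's quasi-likelihood test 0 genes were called at D10, while 8 of 9 gene lists were higher with camera and 0 with fry. The edgeR likelihood ratio test placed Il1a, Gm4841, Cxcl9, Acod1, Cxcl10 and Olr1 in the early-persistent group, the exact test Il1a, Gm4841, Cxcl9 and Olr1, DESeq2 all of the 8 named genes but Socs3, and all 12 control hearts all 8. All 24 samples in 1 fit, with the likelihood ratio test or DESeq2, chosen after seeing the values, placed 6 and 8 of them there and dropped 2 and 0.

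The paper states that there was no evidence of leucocyte infiltration at D10. Ptprc transcripts in D10 EAM replicate 1 were at 195 CPM, against 23.8 to 37.9 CPM in the D10 controls. Replicates 3 and 4 also lay above all of these controls, by less, and replicate 2 lay among them at 27.6 CPM. The paper's discussion states that chemokine and cytokine receptor pathways increase further by D15 and at D21, whereas its results state a decline by then. Here the medians of the chemokine and interleukin lists were higher at D21 than at D10 and lower than at D15, and the fall from D15 was a median of -1.09 and -0.86. The paper states that all interacting genes of the subnetwork are induced. Of the 28 genes used here, which leave out BCL2A1, all were above 0 at each time point. At D15, 26 of them were induced, and Traf2 and Rac1 stayed below 2-fold.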

Other observations

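The values in this part are described without a test of an explanation, and leaving out libraries for the lists of other cell types was chosen after the results were seen.

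Beside the families and leucocyte markers, lists of other cell types and responses were tested with camera and Benjamini-Hochberg adjustment over the lists of a time point. At D15 the median log2 fold change was 3.47 for fibroblast and matrix genes (adjusted p = 8.6e-06), 2.80 for proliferation (adjusted p = 1.1e-04), 2.49 for the interferon response (adjusted p = 1.4e-06) and 1.79 for immediate early genes (adjusted p = 6.1e-04). It was -1.33 for ventricular cardiomyocytes (adjusted p = 0.00652) and -0.70 for endothelial cells (adjusted p = 0.0104), while white adipocytes (-0.17), atrial cardiomyocytes (-0.83), skeletal muscle (-0.29), erythroid cells (-0.56), nerve and Schwann cells (-0.68) and the circadian clock (-0.62) did not pass. At D10 the median was 1.82 for atrial cardiomyocytes (adjusted p = 8.2e-13), 1.42 for the interferon response (adjusted p = 1.6e-07), 1.13 for white adipocytes (adjusted p = 1.1e-04), 0.75 for immediate early genes (adjusted p = 1.2e-07), 0.51 for fibroblasts (adjusted p = 0.0108) and 1.03 for proliferation (adjusted p = 0.0108). It was -0.43 for the circadian clock (adjusted p = 2.3e-05), -0.21 for ventricular cardiomyocytes (adjusted p = 0.00288) and -0.17 for endothelial cells (adjusted p = 0.0274), and erythroid cells (0.02) and nerve and Schwann cells (-0.12) did not pass. At D21 the fibroblast median was 2.63 (adjusted p = 4.1e-06), that of the interferon response 1.65 and of proliferation 1.64 (adjusted p = 6.3e-04 for both). It was -0.45 for endothelial cells (adjusted p = 0.0101) and -0.74 for nerve and Schwann cells (adjusted p = 0.0239), while ventricular cardiomyocytes (-0.19), erythroid cells (0.96) and immediate early genes (0.58) did not pass. Without D10 EAM replicate 1 the D10 median was 0.50 for the interferon response and 0.24 for fibroblasts. Proliferation (0.17), ventricular cardiomyocytes (-0.07) and endothelial cells (-0.06) then did not pass (adjusted p = 0.354, 0.0753 and 0.150), and erythroid cells did (-0.37, adjusted p = 0.00422). At D10 proliferation did not pass without control replicate 3 (adjusted p = 0.0763), fibroblasts not without control replicate 4 (adjusted p = 0.110) and endothelial cells not without control replicate 1 or EAM replicate 3 (adjusted p = 0.0593 and 0.0641), with a median of -0.29 without EAM replicate 2. Without D21 EAM replicate 4 the D21 median was 0.90 for the interferon response and -0.29 for endothelial cells, and erythroid cells passed (1.23, adjusted p = 0.0104), as they did without D21 control replicate 1 (adjusted p = 0.0467). Without D21 EAM replicate 3 nerve and Schwann cells did not pass (adjusted p = 0.102) and ventricular cardiomyocytes did (-0.37, adjusted p = 0.0273). Immediate early genes passed at D21 without control replicate 3 or EAM replicate 1 or 2 (adjusted p = 0.0463, 0.0453 and 0.0400). Brown adipocytes, thymus, lung, and cartilage and valve had too few tested genes for this.

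The median log2 fold change and the test of the circadian clock list at D21 differ in sign (0.26, lower, adjusted p = 0.689), as do those of skeletal muscle (-0.02, higher, adjusted p = 0.498). For B cells the change from D15 to D21 had a median of -0.18 and a mean of 0.06, and the median ranged from -0.82 to 0.62 with 1 library left out.

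Control hearts of D15 and D10 differed in 0 genes by edgeR's quasi-likelihood test, with 2476 at an unadjusted p under 0.05, while the edgeR likelihood ratio test called 169 and DESeq2 123. Without D10 control replicate 3 or 4 there were 8 and 48, and without D15 control replicate 1 or 4 there were 1 and 61. Control hearts of D21 and D15 differed in 0 genes by the quasi-likelihood, likelihood ratio and DESeq2 tests, with 1534 at an unadjusted p under 0.05.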
